# Contrasting the development of larval and adult body plans during the evolution of biphasic lifecycles in sea urchins

**DOI:** 10.1242/dev.203015

**Published:** 2024-10-28

**Authors:** Brennan D. McDonald, Abdull J. Massri, Alejandro Berrio, Maria Byrne, David R. McClay, Gregory A. Wray

**Keywords:** Sea urchins, Biphasic lifecycles, Body plans, Single-cell RNA sequencing, Gene regulatory networks

## Abstract

Biphasic lifecycles are widespread among animals, but little is known about how the developmental transition between larvae and adults is regulated. Sea urchins are a unique system for studying this phenomenon because of the stark differences between their bilateral larval and pentaradial adult body plans. Here, we use single-cell RNA sequencing to analyze the development of *Heliocidaris erythrogramma* (*He*), a sea urchin species with an accelerated, non-feeding mode of larval development. The sequencing time course extends from embryogenesis to roughly a day before the onset of metamorphosis in *He* larvae, which is a period that has not been covered by previous datasets. We find that the non-feeding developmental strategy of *He* is associated with several changes in the specification of larval cell types compared to sea urchins with feeding larvae, such as the loss of a larva-specific skeletal cell population. Furthermore, the development of the larval and adult body plans in sea urchins may utilize largely different sets of regulatory genes. These findings lay the groundwork for extending existing developmental gene regulatory networks to cover additional stages of biphasic lifecycles.

## INTRODUCTION

Most metazoan phyla contain species with biphasic lifecycles, also known as indirect development (Formery and Lowe, 2023; Moran, 1994; Nielsen, 2009; Strathmann, 1985; Thorson, 1950). Species that use this life history strategy first develop from embryos into a larval body plan, and then undergo metamorphosis to transition into a distinct adult body plan. Little is known about how the transition between the larval and adult body plans is regulated at the molecular level. Larval development of phyla such as the hemichordates and annelids is modeled to be controlled by the bilaterian anterior patterning network, and the delayed activation of the trunk patterning network is proposed to initiate adult development (Formery and Lowe, 2023; Gonzalez et al., 2017; Lacalli, 2005; Martin-Zamora et al., 2023).

This model does not fit with sea urchin development. These animals have highly derived body plans owing to the pentaradial symmetry of their adults (Smith, 2008). They evolved from a bilaterally symmetrical ancestor, and their larvae retain this symmetry form (Peterson et al., 2000; Sumrall and Wray, 2007). Thus, sea urchins undergo a developmental transition between larvae with bilateral symmetry and juveniles with pentaradial symmetry when they metamorphose. A recent study found that the adults of sea stars, a close relative of sea urchins, do not employ the bilaterian trunk regulatory network to pattern the ectoderm (Formery et al., 2023), unlike hemichordates and annelids (Gonzalez et al., 2017; Martin-Zamora et al., 2023). This suggests that echinoderms may use mechanisms different from other bilaterians to control the transition between the larval and adult body plans. To obtain a better understanding of the relationship between larval and adult pattern regulation, a needed starting point is to see whether the well-characterized gene regulatory network (GRN) that controls embryonic and larval development in sea urchins (Davidson et al., 2002; Peter and Davidson, 2011; Rafiq et al., 2012; Sethi et al., 2009; Su et al., 2009) also plays a role in patterning the adult.

Late larval development and adult morphogenesis in most sea urchin species is difficult to study because development of the adult rudiment takes place over several weeks during the larval phase. This handicap is much reduced with selection of a model species that rapidly transits from the larval to adult body plan. The Australian sea urchin *Heliocidaris erythrogramma* (*He*) employs a lecithotrophic developmental strategy and enters metamorphosis about 4 days post-fertilization (Raff, 1992; Williams and Anderson, 1975). This life history strategy is enabled, not by feeding on plankton, but rather by providing sufficient energy content in its eggs to support the juvenile until it can feed on its own. In contrast, sea urchins with planktotrophic larvae (planktotrophs) require feeding on phytoplankton for an extended time to acquire the energy supply necessary to build the rudiment before metamorphosis (McEdward and Janies, 1997; Strathmann, 1985). Although sometimes termed a ‘direct’ developer, *He* has retained many characteristics of the sea urchin biphasic lifecycle and constructs a partial, bilaterally symmetrical larval body (Emlet, 1995). Thus, *He* can be used as a model for studying the transition between the larval and adult bodies within a manageable experimental timeframe.

*He* is also a useful model for understanding how biphasic lifecycles can evolve over short periods of time. Evolutionary transitions between different modes of larval development are common across marine invertebrate taxa, despite the extensive changes that often need to occur in embryonic development and larval morphology (Strathmann, 1978, 1985; Wray, 1996; Wray and Raff, 1991). Identifying the regulatory mechanisms that control the shift between developmental modes has been difficult, because species with different modes are often distantly related. The distinct advantage of studying *He* is that it is closely related to *H. tuberculata* (*Ht*), a sea urchin with the planktotrophic mode of development (Wray, 2022). Phylogenetic evidence suggests that *He* is separated by only about 5 million years of evolutionary divergence from *Ht* (Hart et al., 2011; Smith et al., 1990; Zigler et al., 2003). This, along with strong evidence that planktotrophic development is ancestral for sea urchins (McEdward and Miner, 2001; Wray, 1996), implies that *He*’s lecithotrophic developmental process is a derived evolutionary feature (Raff, 1992; Smith et al., 1990). At the same time, *He* and *Ht* adults have highly similar morphologies (Byrne and O'Hara, 2017), making them a good model for determining how different larval developmental processes can lead to the same adult body plan.

Here, we use *He* as a model for studying the evolution and development of biphasic lifecycles from two perspectives. First, we advance our understanding of how larval development changed during the evolution of lecithotrophy in *He*. Second, we focus on the regulation of larval and adult body plan development in *He* and compare this to the same processes in species with planktotrophic development. To address these objectives, we performed single-cell RNA sequencing (scRNA-seq) for *He* embryos and larvae at 12 time points from 6 to 60 h post-fertilization (hpf). The final atlas combines scRNA-seq data from five new time points of larval stages, along with seven embryonic time points that are the focus of a complementary paper (Massri et al., 2024 preprint). Temporal scRNA-seq atlases have been generated for several sea urchin species with planktotrophic development (Foster et al., 2020; Massri et al., 2021; Paganos et al., 2021), but these atlases stopped well before metamorphosis. By contrast, the final time point in the *He* atlas is close to the onset of metamorphosis, which is approximately 96 hpf in *He* larvae raised at 23°C. At 60 hpf, *He* larvae possess a highly developed adult rudiment, including partially formed primary podia and the early water vascular system (Fig. 1) (Minsuk and Raff, 2002). We describe several cell types in *He* with unique transcriptional trajectories compared to those in species with planktotrophic development. In particular, we focus on the loss of a larva-specific skeletogenic cell population, the emergence of an undifferentiated cell population, and the accelerated diversification of neural subpopulations. Furthermore, we compare gene expression patterns between early and late stages of the time course and find that genes from the sea urchin embryonic GRN may play a reduced role in controlling adult morphogenesis. We then leverage the presence of cells from adult tissues in our dataset to generate a list of candidate transcription factors (TFs) that may pattern the adult rudiment. Altogether, the extensive temporal coverage of our dataset makes it a valuable resource for addressing questions about larval and adult morphogenesis in sea urchins and perhaps other species with biphasic lifecycles.

**Fig. 1.**
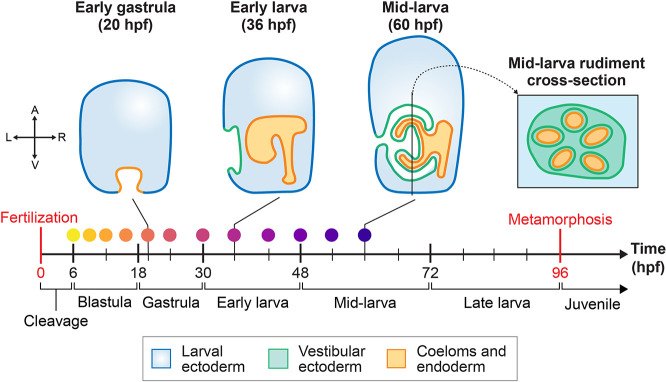
**Overview of larval development in *Heliocidaris erythrogramma*.** Diagrams of several larval stages are shown at the top, which are vertical cross-sections through the left-right plane of the larva, except for the right-most diagram, which is a cross-section of the adult rudiment through the dorsal-ventral plane of the larva. Note that not all tissue types are shown. The timeline below the diagrams highlights the time intervals (in hours post-fertilization, hpf) corresponding to key stages in *He* development. The time intervals for each stage are based on raising *He* embryos and larvae at 23°C. Colored dots above the timeline correspond to the scRNA-seq samples collected for this study (see Fig. 2A). The coordinate plane on the left represents the positional axes of the embryo depicted in this diagram: A, animal; L, left; R, right; V, vegetal.

**Fig. 2.**
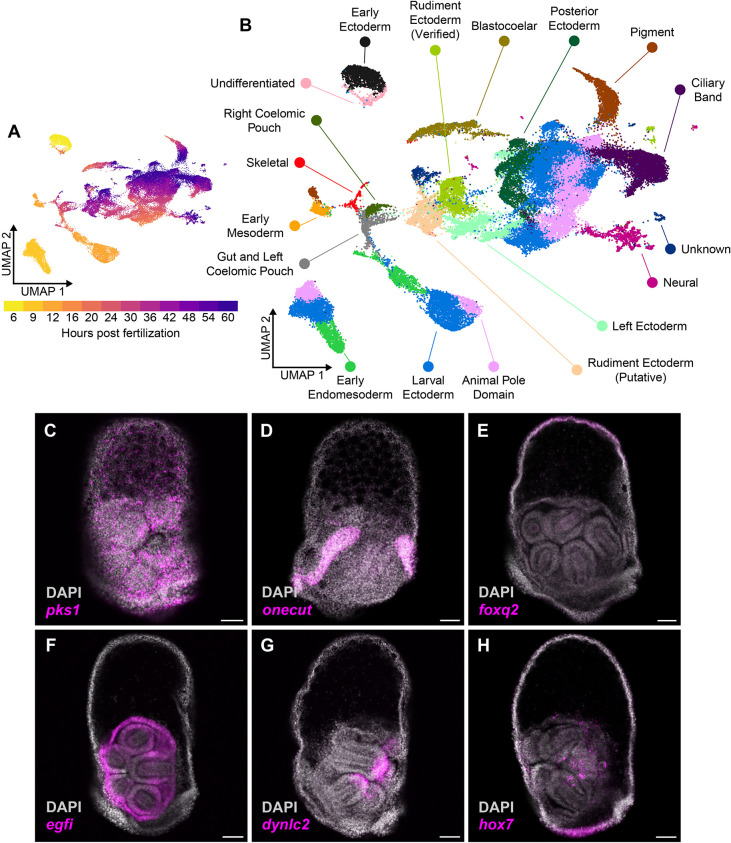
**Cell-type identification and trajectories in a temporal scRNA-seq atlas of development in *He*.** (A) UMAP plot that projects the gene expression profiles of each cell into two-dimensional space, colored by sample time point. (B) UMAP that colors each cell by its cell type identity based on the expression of known cell-type marker genes. (C-H) HCR micrographs in 56 hpf *He* larvae for six marker genes that were used to identify cell types in the scRNA-seq atlas: *pks1*, a marker for pigment cells (C); *onecut*, a marker for the ciliary band (D); *foxq2*, a marker for the animal pole domain (E); *egfi*, expressed in the rudiment ectoderm (F); *dynlc2*, expressed at the tips of the primary podia (G); and *hox7*, expressed in the posterior ectoderm and inside the rudiment (H). Scale bars: 50 µm.

## RESULTS

### A temporal scRNA-seq atlas of development in *He* reveals the diversity of cell types in larval sea urchins

Here, we expand upon a temporal analysis of embryonic development in *He* (Massri et al., 2024 preprint) by adding scRNA-seq data for five additional time points of larval stages, resulting in insights into formation of the adult rudiment. 

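The single-cell libraries of *He* embryos and larvae at 6, 9, 12, 16, 20, 24 and 30 hpf were used here, with 1 library at each time point, and the later time points of the atlas were not analysed here. For each library the authors deposited the matrix made by Cell Ranger from the reads, which holds the raw counts of unique molecular identifiers (UMIs) of 38707 features in each barcode kept as a cell, without normalization. The matrices hold 46646646 UMIs in 23173 barcodes. Cells with more than 200 genes, fewer than 4000 genes and fewer than 10000 UMIs were kept, as in the methods of the paper. Summed over these cells, the libraries had 5700817 UMIs at 6 hpf, 10769034 at 9 hpf, 8121845 at 12 hpf, 936734 at 16 hpf, 4797317 at 20 hpf, 8696256 at 24 hpf and 7469402 at 30 hpf. The kept cells of all libraries were merged and normalized with SCTransform for clustering and co-expression, and UMIs were summed per time point, scaled to the same library total (CPM) or with size factors, for levels over time. Gene names are those given in the files, and features that share a name were summed, except in the ranking of the largest changes. With 1 library per time point there were no replicates, so no test across time points was made. Intervals are exact 95% intervals (Clopper-Pearson for shares of cells, Poisson for sums of UMIs) and cover counting error only. A share of 0 is given with the upper limit that a count of 0 allows.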

The final atlas contains 12 time points from 6 to 60 hpf and covers development in *He* from cleavage to the mid-larva stage, allowing us to infer cell lineage trajectories between cell types in the embryo and larva (Fig. 1). Analysis of the dataset began by merging cell-level gene expression data from each of the time points into the same object using the scRNA-seq analysis tool Seurat (Hao et al., 2021). 

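Of the deposited barcodes at 6-30 hpf, 23156 passed these filters: 2065 at 6 hpf, 4034 at 9 hpf, 4706 at 12 hpf, 486 at 16 hpf, 3078 at 20 hpf, 3441 at 24 hpf and 5346 at 30 hpf. The setting that moved these numbers most was a minimum of 500 genes per cell, which left 20741 cells and 4179 of those at 30 hpf. The text of the paper names no step against doublets, and doublets were kept. Scrublet called 0.700% of the cells as doublets. Its automatic threshold marked only 0.0581% to 0.130% of the cells in the 9, 12, 20 and 24 hpf libraries, so these calls leave doublets in place there.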

After filtering and normalization, there were 49,896 cells across all time points in the dataset. 

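After filtering, the mean number of genes per cell was 1465 at 6 hpf, 1414 at 9 hpf, 942 at 12 hpf, 1026 at 16 hpf, 868 at 20 hpf, 1107 at 24 hpf and 726 at 30 hpf. The mean number of unique molecular identifiers per cell over the same time points was 2761, 2669.6, 1726, 1927, 1559, 2527 and 1397. The setting that moved these values most was the use of medians, which were lower at every time point, as at 30 hpf with 685 genes and 1273 UMIs per cell.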

Cells in each time point had an average of 500-1500 genes per cell and 1000-3000 unique molecular identifiers per cell (Fig. S1). We then used the uniform manifold approximation projection (UMAP) algorithm to project the cells into two-dimensional space for visualization (Fig. 2A) and performed Louvain-based clustering to group cells with similar transcriptional identities. This returned 57 distinct cell clusters, to which we assigned 18 cell-type identities (Fig. 2B) based on known marker genes from studies in other sea urchin species (Fig. S2; Table S1). 

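At 6-30 hpf, the settings of the paper (6000 variable features, the share of ribosomal protein transcripts regressed out, 195 of 200 principal components and Louvain resolution 3) gave 43 clusters. SCTransform was run here with its Poisson method, where the paper used glmGamPoi. A cluster was named after a cell type of Table S1, with the ending '-like', where at least 3 of the markers of that type were at least 2-fold higher in it than in all other cells, with at least 3 UMIs each, and the type with most such markers gave the name, with ties going to the type whose markers had the higher mean log2 ratio. A cluster stayed unnamed where another type had more of its markers among the 10 genes with the highest folds in the cluster, or where the median depth relative to the own library was under 1/3 and none of these 10 genes was a marker of the type. The markers were fixed before the data were examined, and the limits of this rule were written afterwards. By this rule 22 clusters received the names of 13 cell types and 21 stayed unnamed, 12 with under 3 markers, 8 by their leading genes and 1 by its depth. The clusters unnamed by their leading genes had most markers of Rudiment Ectoderm (Verified) (715 and 375 cells), Animal Pole Domain (855 cells, 821 of them at 24 hpf), Larval Ectoderm (602, 595 at 24 hpf), Blastocoelar (388, 299 at 20 hpf), Gut and Left Coelomic Pouch (329, 203 at 30 hpf), Early Mesoderm (261, all at 12 hpf) and Unknown (243, 139 at 30 hpf). Of the named clusters, 9 also met at least 3 markers of another type, and in 7 of them the numbers were tied: 2 Posterior Ectoderm-like with Rudiment Ectoderm (Verified), 2 Early Endomesoderm-like with Early Mesoderm (1 of them also with Gut and Left Coelomic Pouch), and the Skeletal-like with Early Mesoderm, a Pigment-like with Unknown and the Neural-like with Animal Pole Domain. Early Ectoderm and Undifferentiated share markers and were counted as 1 type at this step. In 22 of the clusters, over 90% of the cells came from 1 library. With Louvain resolution 1 there were 23 clusters and 11 named cell types, the largest change among the settings tried. Because the names rest on the markers, the levels of these markers describe the naming and are not independent results.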

We also performed hybridization chain reaction *in situ* (HCR) to verify the spatial expression patterns of prominent marker genes from the scRNA-seq atlas. 

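Among the cell types known from planktotrophic larvae, the clusters at 6-30 hpf included 1496 Animal Pole Domain-like cells, 1487 Larval Ectoderm-like cells, 498 Early Mesoderm-like cells, 545 Blastocoelar-like cells, 614 Pigment-like cells, 148 Neural-like cells and 137 Skeletal-like cells. Of the Larval Ectoderm-like cells 1480 came from the 9 hpf library, and of the Early Mesoderm-like cells 478 came from the 12 hpf library. These classes thus describe nearly only 1 time point each. The Animal Pole Domain-like cells came mostly from 9 hpf (882) and 12 hpf (595). No cluster met the rule for Right Coelomic Pouch, Left Ectoderm or Rudiment Ectoderm (Putative) at these time points. Ciliary Band could not meet it, because its markers *btub13* and *fbs-2* were matched to no feature and under 3 markers remain. An unnamed cluster of 352 cells, 276 of them at 30 hpf, met its other markers, *onecut* and *atub13*. The lack of a Ciliary Band-like class is thus no evidence that such cells were missing. Larval Ectoderm and Skeletal had no cluster in some settings, and among the classes that kept one in every setting the largest change in proportion was that of Gut and Left Coelomic Pouch-like, from 3.46% of all cells to 0.946% at resolution 1.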

Using this information, we were able to recover in the *He* dataset most of the cell types that are known to be present in the larvae of sea urchins with planktotrophic development (Massri et al., 2021). For example, we annotated *pks1*-expressing cell clusters as pigment cells (Calestani et al., 2003), which aligned with the HCR expression of *pks1* in cells scattered throughout the ectoderm in 56 hpf *He* larvae (Fig. 2C). 

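The Pigment-like cells came from 2 clusters, with 22 cells at 16 hpf, 159 at 20 hpf, 204 at 24 hpf and 228 at 30 hpf. *pks1* (HER_46918.t1), 1 of the markers behind the name, reached 2288 CPM (2198 to 2381) in them and 18.8 CPM in all other cells. With each cell thinned to 500 UMIs, 62.2% of the Pigment-like cells (58.2% to 66.1%; 8 shallower cells left out) had a *pks1* UMI, and 88.9% did unthinned. In the Skeletal-like cells, which should lack *pks1*, the thinned share was 0 of 137 cells (which allows up to 2.19%), with a median of 1992 UMIs per cell against 1563.5 in the Pigment-like cells. The 12 hpf library already held 702 *pks1* UMIs (86.4 CPM), although none of its 4706 cells fell in the Pigment-like clusters, which allows a share of up to 0.0637%. This absence depends on the naming rule. An unnamed cluster of 261 cells, all at 12 hpf, met the Pigment markers *mif4*, *pks1* and *hox11/13c*, and also 5 Early Mesoderm markers.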

The HCR expression patterns of *onecut* and *foxq2* (Fig. 2D,E) in the ciliary band and animal pole domain of 56 hpf larvae, respectively, also aligned with known expression patterns in species with planktrophic development (Poustka et al., 2004; Yaguchi et al., 2008).

Not all clusters aligned with the profiles identified in previous scRNA-seq studies. Most of these contained cells from later time points, suggesting that the previous scRNA-seq atlases failed to capture these late larval cell types. 

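The cluster named Rudiment Ectoderm (Verified)-like held 908 cells, and 903 of them came from the 30 hpf library. Its difference from cells of earlier time points thus cannot be separated from a difference between libraries. Within the 30 hpf library, of 5346 cells, it can be compared with other cells. Of the unnamed clusters, 2 also met at least 3 Rudiment Ectoderm (Verified) markers and were left out by their leading genes: 1 of 715 cells, 690 of them at 30 hpf, with *msx*, *dlx*, *wnt3* and *fn3/egf-2*, and 1 of 375 cells, 364 of them at 24 hpf, with *dlx*, *wnt3* and *fn3/egf-2*. The Posterior Ectoderm-like class also held 908 cells, with 15 at 16 hpf, 222 at 20 hpf, 278 at 24 hpf and 393 at 30 hpf. Both of its clusters met as many Rudiment Ectoderm (Verified) markers as Posterior Ectoderm markers: 1 of 705 cells, with 96 at 20 hpf, 233 at 24 hpf and 375 at 30 hpf, met 4 (*msx*, *dlx*, *wnt3* and *fn3/egf-2*), and 1 of 203 cells, with 126 at 20 hpf, met 3 (*msx*, *wnt3* and *fn3/egf-2*). The 2 classes thus overlap in their markers, and the time points of the Rudiment Ectoderm (Verified)-like cells depend on the naming rule.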

We used HCRs to map these clusters onto discrete tissues in 56 hpf larvae. For example, one transcript of *egfi*, a gene that encodes an extracellular matrix protein (Bisgrove et al., 1991), had strong expression in the rudiment ectoderm (Fig. 2F). We thus annotated the scRNA-seq cluster with strong *egfi* expression as ‘Rudiment Ectoderm (Verified)’. 

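The files name 5 features *egfi*, and the text of the paper does not say which of them its transcript is. Summed over these features, *egfi* fell from 3612 CPM at 6 hpf to 546 CPM at 30 hpf, and HER_20850.t1 alone held 83783 UMIs. In the Rudiment Ectoderm (Verified)-like cluster, which met the rule through *msx*, *dlx* and *wnt3*, the summed *egfi* level was 316 CPM (289 to 344), against 1996 CPM in all other cells. As 903 of the 908 cells of this cluster came from 30 hpf, where the level over all cells was 546 CPM, this difference mixes cell class with time. The paper showed its transcript in later larvae than those used here. The feature HER_16452.t1_HER_16451.t1 had 56 UMIs in this cluster (34.5 CPM, in 49 cells) and its highest level, 94.9 CPM from 27 UMIs in 10 cells, in an unnamed cluster of 324 cells, 232 of them from 30 hpf.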

To our knowledge, this is the first time that scRNA-seq has been used to capture the transcriptional profile of cells in sea urchin rudiment structures. *dynlc2*, a gene that encodes a protein component of the dynein light chain (Telmer et al., 2024), was expressed in the tips of the primary podia (Fig. 2G), which may be associated with the intracellular vesicle trafficking or sensory cilia that are known to be common in this tissue (Burke, 1980; Byrne et al., 2018). We grouped this with the other rudiment ectoderm clusters. As a final example, *hox7*, a member of the sea urchin Hox gene complex (Popodi et al., 1996), was expressed in the posterior ectoderm as well as part of the adult rudiment (Fig. 2H) that is transcriptionally distinct from other ectodermal domains (annotated as ‘Posterior Ectoderm’). Overall, our scRNA-seq atlas of *He* development is a valuable resource for understanding the transcriptional profiles of tissues in late sea urchin larvae.

### Larval cell types in *He* follow novel developmental trajectories compared to those in species with planktotrophic development

Several *He* larval cell types have different developmental trajectories compared to what was observed in single-cell atlases of planktotrophs (Foster et al., 2020; Massri et al., 2021; Paganos et al., 2021). A particularly noticeable difference was with the skeletogenic cell (SKC) cluster (Fig. 3A). This cluster contained cells that expressed the TF *alx1* (Ettensohn et al., 2003) and the downstream differentiation genes *msp130*, *sm37* and *sm50*, which are commonly used markers of SKCs in other scRNA-seq studies (Fig. S3; Table S1) (Massri et al., 2021; Paganos et al., 2021). 

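At 6-30 hpf, 1 cluster met the Skeletal markers, with 5 cells at 16 hpf, 22 at 20 hpf, 25 at 24 hpf and 85 at 30 hpf. It held none of the cells at 6, 9 or 12 hpf, which allows shares of up to 0.145%, 0.0744% and 0.0637%. The genes behind the name describe it: *alx1* reached 914 CPM (809 to 1028) in these cells and 11.2 CPM in all others, the *msp130*-related gene *msp130r2* 706 CPM and 2.88 CPM, and *sm37* 181 CPM and 0.281 CPM. *sm50* rested on 7 UMIs (23.1 CPM), and the features named *msp130* itself held 1 UMI in the cluster and none elsewhere. Thinned to 500 UMIs, 28.5% of the Skeletal-like cells (21.1% to 36.8%) had an *alx1* UMI, against 0 of 902 Posterior Ectoderm-like cells (which allows up to 0.333%). No cluster met the Skeletal markers at resolution 1 or with log-normalised counts.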

In the development of planktotrophs, there are two populations of SKCs, one for building the larval skeleton that is derived from the primary mesenchyme cells and a later population for building the adult skeleton that differentiates from the secondary mesenchyme cells (SMCs) (Tate et al., 2024; Yajima, 2007). A previous study in *He* found that the SKCs are specified much later in larval development (Davidson et al., 2022). Given that larval development in *He* is much shorter than in species with planktotrophic development, we wondered whether the late emergence of SKCs may be an indication that the two populations of SKCs are specified differently. To assess this, we first examined the expression of larval skeletogenic genes. Gao and Davidson (2008) established that *tbr*, *tel*, *foxo* and *foxb* are expressed in larval, but not adult, SKCs. 

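In the Skeletal-like cluster at 6-30 hpf, 72 of the 137 cells were *alx1+* by the rule of the paper, a log-normalised SCTransform value over 0.5. The genes of larval SKCs were examined in these 72 cells by the same rule. *tbr* was found in 2 of them (2.78%, interval 0.338% to 9.68%), *foxb* in 0 (which allows up to 4.17%), *foxo* in 1 (1.39%, 0.0352% to 7.50%) and *tel* in 17 (23.6%, 14.4% to 35.1%). Of the settings tried, a value over 1 for both genes changed *tel* most, to 2 of 47 cells (4.26%).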

In the *He* scRNA-seq atlas, few cells in the skeletogenic lineage showed co-expression between *alx1* and *tbr* (2/106=1.8% of *alx1^+^* cells in the skeletogenic lineage), *alx1* and *foxb* (0/106=0% of *alx1^+^* cells), and *alx1* and *foxo* (7/106=6.6% of *alx1^+^* cells) and only showed moderate co-expression between *alx1* and *tel* (24/106=22.6% of *alx1^+^* cells) (Fig. 3C-F). We then compared these expression patterns with those in *Lytechinus variegatus* (*Lv*), a sea urchin with planktotrophic development similar to *Ht* and for which there is already a published scRNA-seq atlas (Massri et al., 2021). Co-expression of these four gene pairs was more widespread in *Lv* than in *He* (Fig. 3B,C′-F′). Nearly all SKCs in *Lv* co-expressed *alx1* and *tbr* (1961/2211=88.9% of *alx1*^+^ cells), and significant fractions of SKCs co-expressed *alx1* and *foxb* (636/2211=28.8% of *alx1*^+^ cells), *alx1* and *foxo* (517/2211=23.4% of *alx1*^+^ cells), and *alx1* and *tel* (913/2211=41.3% of *alx1*^+^ cells). These results expand on the finding from Massri et al. (2024) that SKCs in *He* no longer co-express *alx1* and *foxb* and suggest that a subset of the interactions in the larval skeletogenic gene regulatory network has been lost in *He*.

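For comparison, the same rule was applied to the 12214 other cells of the 16-30 hpf libraries, with a median of 1570 UMIs per cell against 2108 in the *alx1+* cells. There, *tbr* was found in 0.352% of cells, *foxb* in 0.393%, *foxo* in 12.6% and *tel* in 9.48%. In the Posterior Ectoderm-like cells, with a median of 1492.5 UMIs, *foxo* was found in 13.8% and *tel* in 7.60%, while *tbr* and *foxb* were found in none of 908 (which allows up to 0.330%). The share of *foxo* in the *alx1+* cells thus lay below that of other cells, and whether it is background was not tested. With cells thinned to 500 UMIs, a *tel* UMI remained in 11.1% of the *alx1+* cells (4.92% to 20.7%) and in 3.17% of the other cells (375 shallower cells left out), and *tbr*, *foxb* and *foxo* in 0 of the 72 (which allows up to 4.17%). From the low shares in *He* and the wider co-expression in *Lv*, which was not analysed here, the paper proposes that a subset of the interactions in the larval skeletogenic network has been lost in *He*.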

**Fig. 3.**
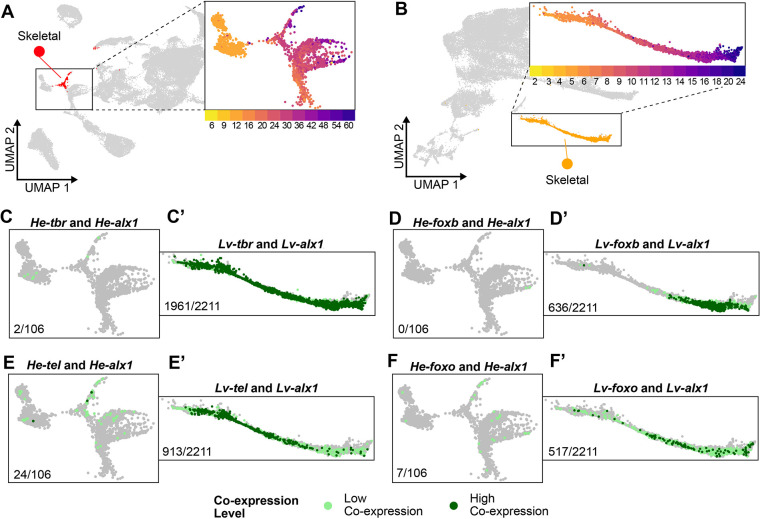
***He* skeletal cells lack expression of genes known to be expressed in the larval SKCs of planktotrophs.** (A) UMAP of *He* development highlighting the SKC cluster (red), with an inset of the SKC region of the UMAP colored by time point. (B) UMAP of *Lv* development (retrieved from Massri et al., 2021) highlighting the SKC cluster (orange), with an inset of the SKC region of the UMAP colored by time point. (C-F) Cells in the *He* scRNA-seq dataset (zoomed into the SKC region of the UMAP) showing co-expression of *alx1* and *tbr* (C), *alx1* and *foxb* (D), *alx1* and *tel* (E), and *alx1* and *foxo* (F). (C′-F′) Cells in the *Lv* scRNA-seq dataset (zoomed into the SKC region of the UMAP) showing co-expression of *alx1* and *tbr* (C′), *alx1* and *foxb* (D′), *alx1* and *tel* (E′), and *alx1* and *foxo* (F′). Light green dots represent cells with low co-expression levels, and dark green dots represent cells with high co-expression levels. Numbers at the bottom left of each diagram indicate the number of both the low and high co-expressing cells for each gene pair out of the total number of *alx1*-expressing cells in the SKC lineage for each species.

We then examined whether the larval SKCs in *He* may have acquired characteristics of the adult SKC population in species with planktotrophic development. We focused on the expression of *scl*, *ese* and *gatac*, which are all markers for oral SMCs in planktotrophs (Materna et al., 2013). SKCs in the *He* scRNA-seq dataset showed significant co-expression between *alx1* and *scl* (93/106=87.7% of *alx1^+^* cells) and moderate co-expression between *alx1* and *gatac* (37/106=34.9% of *alx1^+^* cells) and *alx1* and *ese* (19/106=17.9% of *alx1^+^* cells) (Fig. 4A-C). 

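Among the *alx1+* cells of the Skeletal-like cluster at 16-30 hpf, *scl* was found in 69 of 72 (95.8%, interval 88.3% to 99.1%), *gatac* in 33 (45.8%, 34.0% to 58.0%) and *ese* in 19 (26.4%, 16.7% to 38.1%). In the other cells of these libraries the shares were 9.11%, 2.96% and 6.64%, and in the Posterior Ectoderm-like cells 1.21%, 0 of 908 cells (which allows up to 0.330%) and 5.18%. Counted as UMIs after thinning to the same depth, the shares in the *alx1+* cells were 93.1%, 23.6% and 11.1%, against 5.68%, 1.07% and 2.58% in the other cells. Among all 137 Skeletal-like cells, whether or not *alx1* was counted in them, the shares were 95.6% for *scl*, 53.3% for *gatac* and 36.5% for *ese*. When the *alx1+* cells of every cluster were taken, *scl* was found in 144 of 441 (32.7%), the largest change among the settings.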

Double HCRs for *alx1* and *scl* in early (36 hpf) *He* larvae provided additional verification that this co-expression event was taking place (Fig. 4D). In *Lv*, co-expression between *alx1* and oral SMC markers was more limited (Fig. 4A′-C′). The difference was particularly stark for *alx1* and *scl*, as only 14.6% (323/2211) of *alx1^+^* cells showed co-expression (Fig. 4A′). In addition, whereas co-expression between *alx1* and *scl* began as soon as *alx1* started being expressed in *He* (Fig. 4E), *scl* expression began later in *alx1*-expressing cells in *Lv* (Fig. 4F). 

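In the Skeletal-like cluster, *alx1+* cells numbered 1 at 16 hpf, 14 at 20 hpf, 15 at 24 hpf and 42 at 30 hpf, of which 1, 14, 15 and 39 were also *scl+*. Outside this cluster *alx1* was counted earlier. Over all clusters there were 11 *alx1+* cells at 6 hpf, 130 at 9 hpf and 29 at 12 hpf, of which 0, 17 and 23 were *scl+*. At 9 hpf, 101 of them lay in 1 Early Endomesoderm-like cluster, where *scl* was found in 16.8% of the *alx1+* cells (10.1% to 25.6%) and in 8.12% of the *alx1*-negative cells. The *alx1* UMIs at 9 hpf fell almost only on the second of the 2 parts of the *alx1* gene model in the files, with 1.59% on the first part (0.329% to 4.57%), against 19.1% (14.7% to 24.3%) in the Skeletal-like cluster. The low share on the first part was not particular to 9 hpf: an unnamed cluster had an *alx1* UMI in 33.3% of its 117 cells at 24 hpf and 37.4% of its 203 cells at 30 hpf, with 2.98% of these 168 UMIs on the first part (0.973% to 6.81%). At 12 hpf, 10 *alx1+* cells lay in the Early Mesoderm-like cluster and 13 in an unnamed cluster, and all of these were *scl+*, as were 98.3% and 89.9% of the *alx1*-negative cells there.

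**Figure D1:**
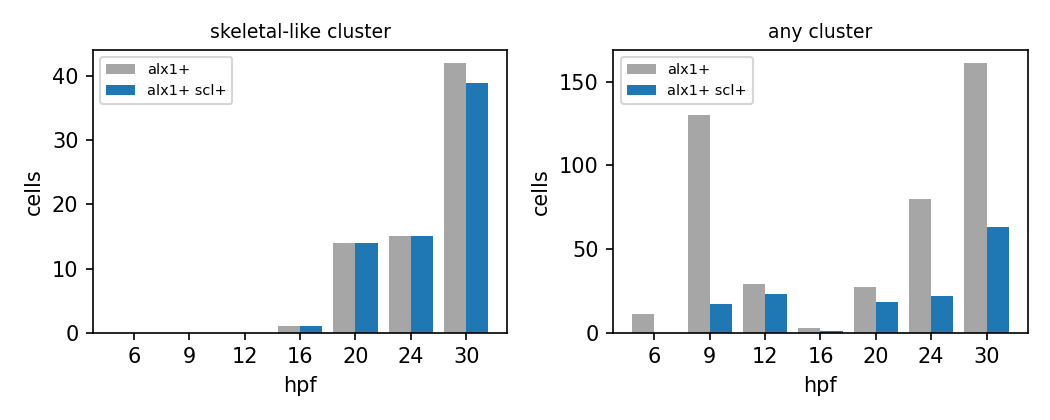
Numbers of *alx1+* cells (gray) and *alx1+ scl+* cells (blue) at each time point in hpf, in the Skeletal-like cluster (left) and over all clusters (right). The 9 hpf library has no Skeletal-like cell and 130 *alx1+* cells over all clusters.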

There were also lower co-expression levels of *alx1* and *ese* and *alx1* and *gatac* in *Lv* (Fig. 4B′,C′). Thus, it appears that SKCs in *He* have gained expression of a subset of genes known to pattern a different mesenchymal population in sea urchins with planktotrophic development.

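The number of *alx1+* cells in the Skeletal-like cluster stayed at 72, and the shares of all partner genes stayed the same, when the called doublets were removed. They also stayed the same when the cells with the highest doublet scores were removed at a rate of 0.8% per 1000 cells, a setting chosen after the data were seen. With only the *alx1* feature with most UMIs, also chosen afterwards, 65 of 68 *alx1+* cells were *scl+*. From the co-expression of *alx1* with *scl*, *gatac* and *ese* in *He* and its lower level in *Lv*, the paper proposes that SKCs in *He* have gained expression of genes that pattern another mesenchymal population.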

**Fig. 4.**
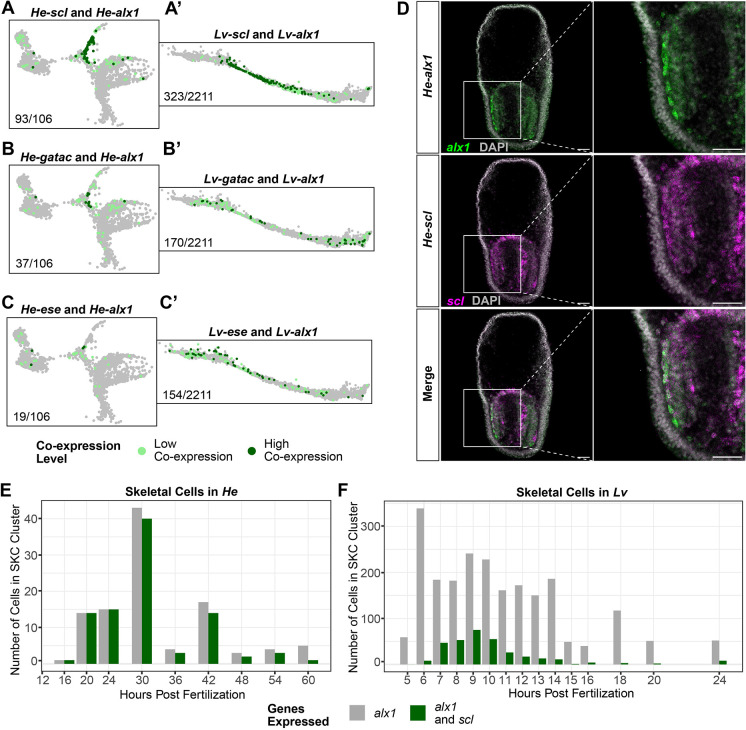
***He* skeletal cells gained co-expression of genes known to be expressed in the secondary mesenchyme cells of planktotrophic sea urchins.** (A-C) Cells in the *He* scRNA-seq dataset (zoomed into the SKC region of the UMAP) showing co-expression of *alx1* and *scl* (A), *alx1* and *gatac* (B), and *alx1* and *ese* (C). (A′-C′) Cells in the *Lv* scRNA-seq dataset (zoomed into the SKC region of the UMAP) showing co-expression of *alx1* and *scl* (A′), *alx1* and *gatac* (B′), and *alx1* and *ese* (C′). Light green dots represent cells with low co-expression levels, and dark green dots represent cells with high co-expression levels. Numbers at the bottom left of each diagram indicate the number of both the low and high co-expressing cells for each gene pair out of the total number of *alx1*-expressing cells in the SKC lineage for each species. (D) HCR micrographs of *alx1* (green) and *scl* (magenta) in 36 hpf *He* larvae. Co-expression occurs in a large number of mesenchymal cells surrounding the vestigial gut of early larvae. (E,F) Charts showing the number of SKCs in the *He* (E) and *Lv* (F) scRNA-seq time courses showing expression of *alx1* (gray) and *alx1* and *scl* (green) at each sample time point. Scale bars: 50 µm.

Another newly identified larval cell population in the *He* scRNA-seq atlas was a persistent cluster of undifferentiated cells (Fig. 5A). Although many cells in this cluster were from the 6 hpf time point, the cluster contained cells from all time points except the last, 60 hpf (Fig. 5B). This cell population persisted throughout larval development, suggesting it is not an artifact of the sample preparation for a single time point. 

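At 6-30 hpf, 4 clusters met at least 3 Undifferentiated markers. Of these, 3, with 1879 cells, 1865 of them at 6 hpf, also met at least 3 Early Ectoderm markers and carry the name of both types. The cluster examined here as the cluster with Undifferentiated markers is the 1 that did not meet the Early Ectoderm markers. It had 434 cells and held cells of every library: 170 at 6 hpf, 69 at 9 hpf, 79 at 12 hpf, 12 at 16 hpf, 35 at 20 hpf, 39 at 24 hpf and 30 at 30 hpf. Its cells were shallow, with a median of 687 UMIs against 1794 over all cells, and, as none of its 10 leading genes is an Undifferentiated marker, the cluster carries no name here. Of the settings, log-normalised counts moved these numbers most, to 94 at 9 hpf and 18 at 30 hpf. With 50 principal components no separate cluster of such cells was found.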

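As a share of each library, the cluster took 8.23% of the cells at 6 hpf (7.08% to 9.50%), 1.71% at 9 hpf (1.33% to 2.16%), 1.68% at 12 hpf (1.33% to 2.09%), 2.47% at 16 hpf (1.28% to 4.27%), 1.14% at 20 hpf (0.793% to 1.58%), 1.13% at 24 hpf (0.807% to 1.55%) and 0.561% at 30 hpf (0.379% to 0.800%). The paper proposes from the presence of these cells at many time points that the population is not an artifact of the preparation of a single sample.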

To get a better sense of the gene expression profiles of cells in this cluster, we identified the genes that were significantly enriched in this cluster compared to all others (*n*=342) and performed gene ontology (GO) over-representation analysis for genes in this list to identify the biological processes that they likely facilitate. None of the enriched genes in this cluster was a known marker gene for differentiated cell types in species with planktotrophic development (Table S1). Similarly, most of the enriched GO terms were for categories related to regulation of the cell cycle and the cytoskeleton (Fig. 5D), which are not unique to any differentiated cell type. 

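Of the Table S1 markers of all other cell types apart from Early Ectoderm, 61 have a feature in the files. In the cluster with Undifferentiated markers, 50 of these 61 were below their level in all other cells, and 2, *egfi* and *ocrl1*, were at least 2-fold above it. The higher *egfi* level came from HER_20850.t1, with 3934 CPM in the cluster, a feature that was also high in the Early Ectoderm-like clusters (3859.9 CPM in 1 of them). The *ocrl1* level rested on 7 UMIs of HER_36368.t1 in 3 cells and 2 UMIs of HER_36330.t1. These levels cover all markers, while the statement of the paper is about its list of enriched genes, which was not used here.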

The undifferentiated nature of cells in this cluster was further demonstrated by how it grouped closest to the early ectoderm cluster, which contained multipotent cells from the 6 hpf time point, in a phylogenetic tree of cell types (Fig. S4). We then implemented the Waddington-OT (optimal transport) trajectory inference algorithm using a previously published pipeline (Massri et al., 2021; Schiebinger et al., 2019) to track cell fate transitions in the *He* dataset. It appeared that cells beginning in this cluster transition into several other cell types over the 6-60 hpf period covered by the scRNA-seq atlas, especially the ciliary band and larval ectoderm (Fig. 5C). Taken together, these data indicate that the cells in this population start out with undifferentiated transcriptional profiles, but eventually differentiate into other cell fates during development. It is important to note that this cluster is unlikely to be the germline owing to the absence of co-expression between *nanos2*, *vasa* and *seawi*, which are known markers of this cell type in planktotrophs (Fig. 5E) (Juliano et al., 2006). 

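In the cluster with Undifferentiated markers, *nanos2*, *vasa* and *seawi* were found together, each with an SCTransform value over 0.5, in 0 of 434 cells, which allows a share of up to 0.691%. Over all clusters, 74 of 23156 cells (0.320%) met this rule, against 19.4 expected if the 3 genes were independent over all cells, 28.1 if they were independent within each library and 57.7 if within each cluster and library. In this cluster 0.0688 cells were expected from the shares of the 3 genes (0.0886 within libraries), and the limit lies above the share over all cells, so the 0 does not set the cluster apart from other cells. With a value over 1 no cell met it, and with at least 1 raw UMI of each gene 99 cells did, none of them in this cluster. From the absence of co-expression the paper reasons that this cluster is unlikely to be the germline.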

The developmental identity of the germline remains unknown in *He*.

**Fig. 5.**
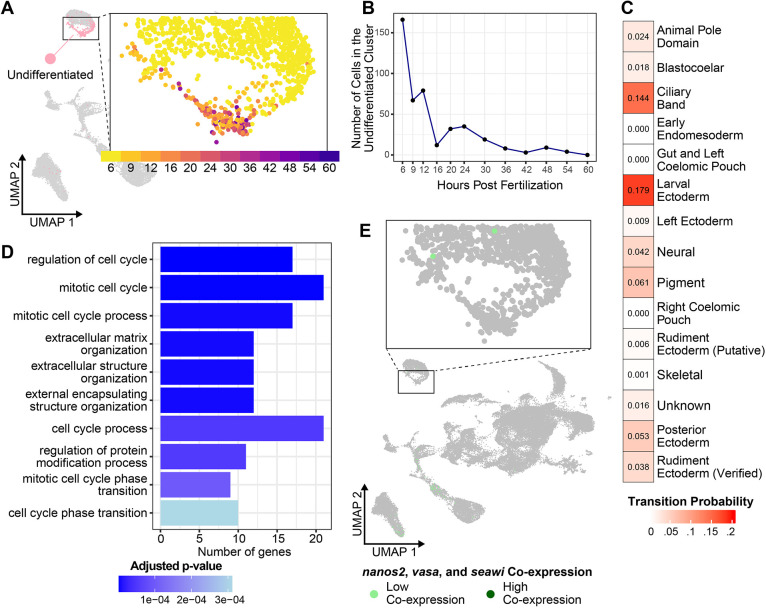
**A population of undifferentiated cells persists through the accelerated larval period of *He*.** (A) UMAP of *He* development highlighting the undifferentiated cell cluster (pink), with an inset of the undifferentiated cell region of the UMAP colored by time point. (B) Plot showing the number of cells belonging to the undifferentiated cell cluster at each time point in the scRNA-seq time course. (C) Transition table showing the Waddington-OT trajectory inference results for the undifferentiated cell cluster. Transition probability values indicate the likelihood that cells beginning in the undifferentiated cell cluster transition into a different cell type identity. (D) Chart showing the top enriched GO terms in the undifferentiated cluster, colored by adjusted *P*-value. (E) UMAP of *He* development showing co-expression between *nanos*, *seawi* and *vasa*, three of the main markers of the germline in planktotrophic sea urchins.

Finally, the *He* scRNA-seq atlas is a rich resource for understanding the larval nervous system of sea urchins. A previous scRNA-seq study (Paganos et al., 2021) catalogued neural cell types in the early planktotrophic larvae of *Strongylocentrotus purpuratus*. The slower larval developmental process of this species meant that the nervous system was still in the early stages of development at the assayed time point (72 hpf). In contrast, the rapid larval development of *He* meant that the 60 hpf time point of the scRNA-seq atlas was likely to capture a wide array of differentiated neural cell types. 

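At 6-30 hpf, 1 Neural-like cluster of 148 cells was found, with 2 cells at 16 hpf, 25 at 20 hpf, 34 at 24 hpf and 87 at 30 hpf. It met the rule through *calml1*, *secrtag* and *syt4*, markers of Table S1. None of the 4706 cells at 12 hpf belonged to it. The number of cells was too small for a finer clustering, and none was made.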

To explore this further, we isolated the scRNA-seq clusters expressing pan-neuronal genes (including *syn4* and *secrtag*) and performed additional clustering to identify a finer range of neural cell types (Burke et al., 2006b). We then annotated each neural cell cluster based on the expression of marker genes identified in previous studies (Fig. S5; Table S2). In total, we identified 15 unique neural cell clusters, including both progenitor and terminally differentiated populations (Fig. 6A,B). Several of these clusters aligned with previously studied larval neural cell types in sea urchins. Neural progenitor cells from the earliest time points (12-20 hpf) showed expression of early anterior neuroectoderm (ANE) genes, such as *hbn* and *soxc*. 

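Summed over all cells, *hbn* rose from 7.72 CPM at 6 hpf to 1041 CPM at 12 hpf and stood at 679 CPM at 16 hpf, 857 CPM at 20 hpf and 389.9 CPM at 30 hpf. *soxc* changed less after 9 hpf, with 284 CPM at 12 hpf, 286 CPM at 20 hpf and 355 CPM at 24 hpf. With cells thinned to 500 UMIs, *hbn* was counted in 66.7% of the Animal Pole Domain-like cells (64.3% to 69.1%) and in 41.1% of the Neural-like cells (33.0% to 49.5%), against 2.55% of the Posterior Ectoderm-like cells. The thinned share with *soxc* was 50.0% in the Neural-like cells, 6.96% in the Animal Pole Domain-like cells, 5.10% in the Posterior Ectoderm-like cells and 27.3% (24.4% to 30.4%) in the Rudiment Ectoderm (Verified)-like cells (60.6% unthinned). Median depths were 2143.5 UMIs in the Animal Pole Domain-like, 1288 in the Neural-like, 1492.5 in the Posterior Ectoderm-like and 1687 in the Rudiment Ectoderm (Verified)-like cells, and 2, 2, 6 and 8 shallower cells were left out by thinning. Of the 1496 Animal Pole Domain-like cells, 882 came from 9 hpf and 595 from 12 hpf, while the Neural-like cells came from 16-30 hpf. Comparisons between these 2 classes thus mix cell class with time.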

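Of the 148 Neural-like cells at 16-30 hpf, 38 had a UMI of *tph* and 3 had a UMI of *th*. At 500 UMIs per cell, the share with *tph* was 11% (6.40% to 17.2%), against 0.111% in the Posterior Ectoderm-like cells, and the share with *th* was 0.685% (0.0173% to 3.76%), against 0 of 902 (which allows up to 0.333%). *th* had no more than 11 UMIs in any library, so that its level cannot be followed over time at this depth.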

Differentiated larval neural cell types appeared at later stages, including serotonergic neurons expressing *tph* and postoral and ciliary band neurons expressing *th*. However, several clusters did not match the expression profiles of known larval neural cell types. The most likely explanation for this was that these were neurons from the developing adult nervous system, given that many adult structures are already present in the rudiments of 60 hpf *He* larvae. We were only able to provide rough annotations for these clusters based on the limited research previously conducted on adult sea urchin nervous systems. For example, the expression of *isl*, *pax6* and *opsin2* in a late-stage cluster matched previous studies that profiled the light receptor neurons found in the podia of adult sea urchins (annotated as ‘Podia Neurons’) (Byrne et al., 2018; Ullrich-Lüter et al., 2011).

**Fig. 6.**
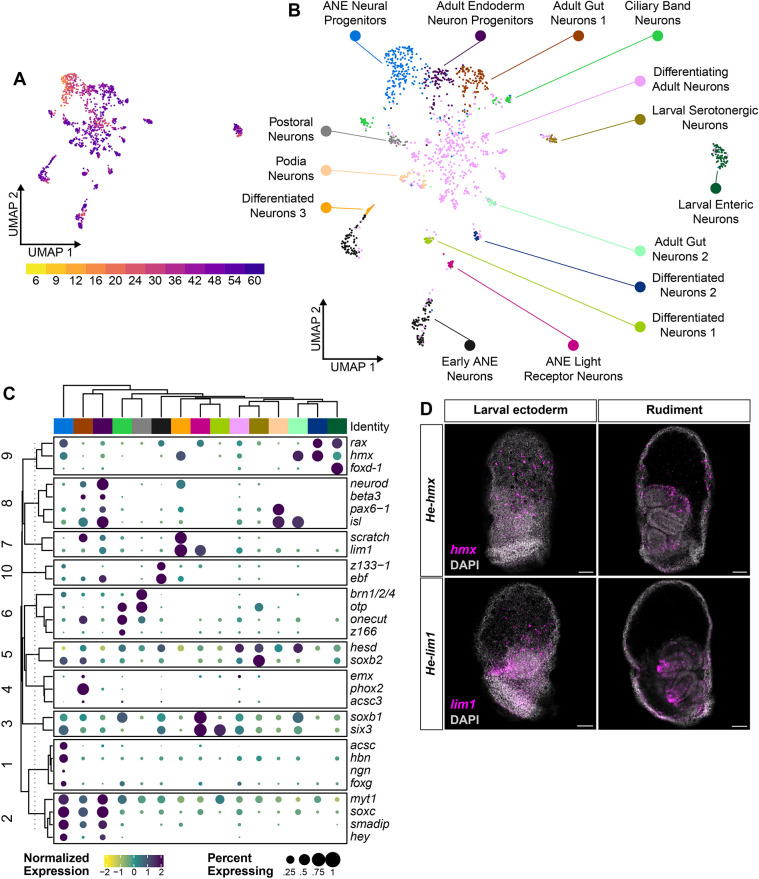
***He* larvae retain ancestral sea urchin larval neural cell types as well as acquire the expression of several putative adult neural cell types.** (A) UMAP of the sub-clustered neural cells, colored by sample time point. (B) UMAP of the sub-clustered neural cells, colored by neural cell-type identities that were assigned based on expression of known larval and adult sea urchin neural patterning genes. Note that several clusters are labeled only as ‘differentiated neurons’ because they matched no known neural cell-type signature. (C) Clustered dot plot of the expression levels of 30 neural TFs in each of the *He* neural cell types. Clustering was performed using k-means clustering with k=10. (D) HCR micrographs in 56 hpf *He* larvae for *hmx* and *lim1*, two TFs that are expressed in neurons in *He*. The first column depicts expression in neurons in the larval ectoderm. The second column shows a more interior view of the larva, where these genes have expression in the adult rudiment. Scale bars: 50 µm.

We next turned our attention to the regulation of the neural cell type diversification process in *He*. We compiled a list of 68 TFs known to be expressed in sea urchin neural cell types (Burke et al., 2006a) and selected the 30 TFs with the highest expression levels across all cells in the neural scRNA-seq cluster. We then used k-means clustering to group these genes based on similar expression levels in each of the 15 different neural cell clusters (Fig. 6C). The ten groups of TFs can be viewed as potential gene regulatory suites controlling the differentiation of neural cell types. Groups 1 and 2 contain TFs with high expression in both ANE and adult neural progenitor cells, such as *myt1*, *soxc* and *smadip*. 

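In the Neural-like cells at 6-30 hpf, the thinned share with *myt1* was 41.1% (33.0% to 49.5%) and with *smadip* 43.8% (35.6% to 52.3%). The shares were 4.35% and 10.2% in the Animal Pole Domain-like cells, which came mostly from 9 and 12 hpf, and 1.55% and 3.33% in the Posterior Ectoderm-like cells. Unthinned, *myt1* was counted in 70.3% and *smadip* in 68.9% of the Neural-like cells.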

Group 6, with *brn1/2/4*, *otp*, *onecut* and *z166*, had high expression in ciliary band and postoral neurons, aligning with studies that found a shared embryonic origin for these neural cell types (reviewed by McClay, 2022). This analysis also identified potential genes that may regulate the differentiation of the unidentified adult neural cell clusters, with the TFs in groups 9 and 10 showing high expression levels in these cells. 

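Postoral and ciliary band neurons were not separated at 6-30 hpf, and the values here are those of all Neural-like cells. There, *brn1/2/4* was counted in 15.8% of the thinned cells (10.3% to 22.7%) and *otp* in 6.85% (3.33% to 12.2%), and neither in any of 902 Posterior Ectoderm-like cells (which allows up to 0.333%). *onecut* was counted in 2.74% (0.751% to 6.87%), below the 11.9% in the Posterior Ectoderm-like and the 36.9% in the Animal Pole Domain-like cells. *z166* was counted in none (which allows up to 2.05%), below the 5.65% in the Posterior Ectoderm-like cells. The Animal Pole Domain-like cells came mostly from 9 and 12 hpf, and *onecut* was itself highest at 9 hpf. The comparison with them thus mixes cell class with time.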

We noticed that two of these genes, *hmx* and *lim1*, also had non-neural expression domains in adult rudiment clusters in the full scRNA-seq atlas. This finding was confirmed using HCR in 56 hpf *He* larvae. Both genes were expressed in ectodermal cells with similar morphology to neurons (Fig. 6D, top row) while simultaneously showing expression in rudiment tissues (Fig. 6D, bottom row). It appears that there is overlap between the patterning of the nervous system and the adult rudiment in *He* larvae, with similar genes potentially controlling neurogenesis in both larvae and adults.

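At 6-30 hpf, *hmx* was counted in 31.5% of the thinned Neural-like cells (24.1% to 39.7%), in 22.3% of the Posterior Ectoderm-like cells (19.6% to 25.1%) and in 0.778% of the Rudiment Ectoderm (Verified)-like cells (0.313% to 1.60%). *lim1* was counted in 4.79% of the Neural-like cells (1.95% to 9.63%), in 18.4% of the Posterior Ectoderm-like cells (15.9% to 21.1%) and in 8.44% of the Rudiment Ectoderm (Verified)-like cells (6.71% to 10.5%). The median depth of the Rudiment Ectoderm (Verified)-like cells was 1687 UMIs.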

### Different gene regulatory suites appear to control the development of the larval and adult body plans

In organisms with biphasic lifecycles, the switch between the larval and adult body plans does not entirely occur during the brief timeframe of metamorphosis (Formery and Lowe, 2023). Rather, many adult tissues are constructed during larval development, as is the case with the sea urchin rudiment. We thus turned to the *He* scRNA-seq atlas to compare gene expression patterns between early, embryonic stages and later, larval stages when the rudiment is emerging. We began by performing a pseudobulk analysis of the scRNA-seq dataset. 

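UMIs were summed over the cells of each library at 6-30 hpf. Median-of-ratios size factors from DESeq2, used without any test, ranged from 0.200 at 16 hpf to 2.07 at 9 hpf. At 16 hpf, 16749 features had a UMI, and 1 raw UMI already amounted to 5 normalised counts, the minimum the methods of the paper set at every time point. This minimum was met by 11542 features. After standardization, fuzzy c-means clustering with the fuzzifier formula of Mfuzz (1.55) gave 8 clusters, the largest number whose centroids correlated at no more than 0.85 (0.844), while 9 clusters reached 0.857. The 10 features with most UMIs took from 11.1% to 17.8% of a library. In simulated sums with 200 features raised 4-fold at 1 time point, 100% had their highest value at that time point and 93% fell in a cluster of the right group.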

We performed fuzzy c-means clustering to group genes with similar temporal expression profiles into nine clusters (Fig. 7A). Genes that belong to each cluster will have similar shapes to their gene expression profiles over time. 

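At 6-30 hpf, 4 of the 8 clusters, with 6232 of the 11542 features (54.0%), had their centroid highest at 6 or 9 hpf. In 3 of these, with 1813, 2313 and 973 features, the centroid was highest at 6 hpf, and that of 973 features rose again towards 30 hpf. In the cluster of 1133 features it was highest at 9 hpf. The early clusters held more than the later ones with 9 clusters (50.9%) and with at least 20 normalised counts (56.1%), and fewer in every other setting, with 43.3% to 48.7% of the features.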

Clusters 3, 5 and 8 formed a group that showed highest expression during the 6 and 9 hpf time points, which we labeled as ‘High Early’. Clusters 1, 6 and 7 showed highest expression in the middle of the time course from 12 to 30 hpf, which we labeled as ‘High Middle’. 

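The other 4 clusters at 6-30 hpf, with 5310 features, had their centroids highest at 12 hpf (1346 features), 16 hpf (1056), 24 hpf (1393) and 30 hpf (1515). Features whose level went on rising after 30 hpf cannot be told from these at the time points used. The 16 hpf peak rests on the library with fewest UMIs. With every library thinned to the UMIs of the smallest there were 2877 features in early clusters and 3411 in later ones, and with at least 1 normalised count 6208 and 8137. Taking the highest value of each feature without clustering gave 5360 features at 6 or 9 hpf and 6182 at 12-30 hpf.

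**Figure D2:**
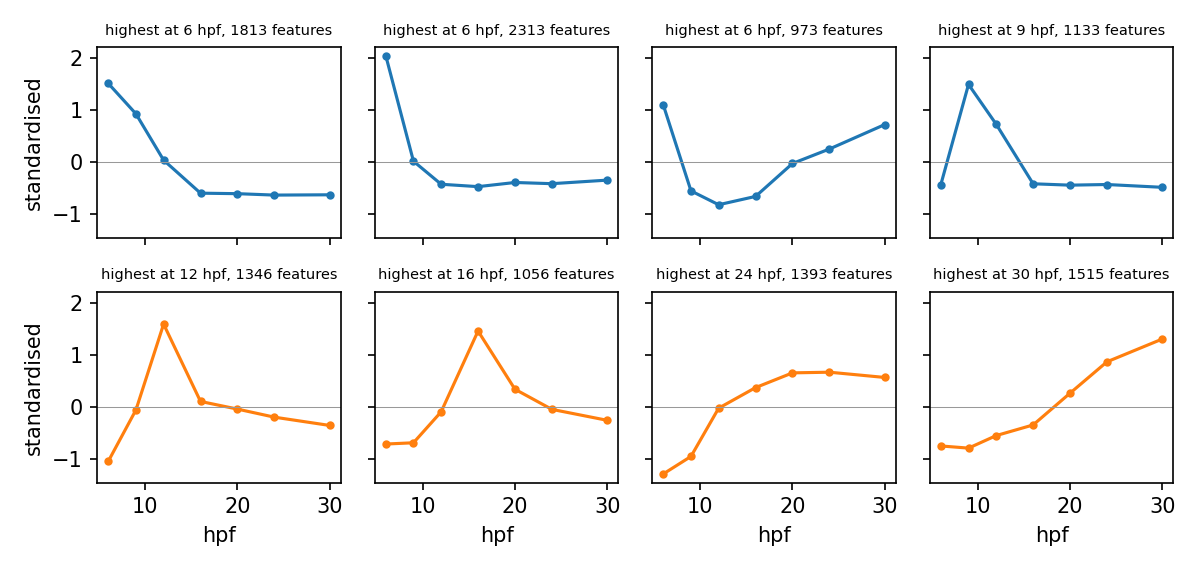
Centroids of the 8 clusters of summed, normalised and standardised counts against time in hpf. Clusters highest at 6 or 9 hpf are drawn in blue and those highest at 12-30 hpf in orange; each title gives the number of features, from 973 to 2313.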

Finally, clusters 2, 4 and 9 peaked in expression at 36 hpf or later, which we labeled as ‘High Late’. We then performed GO over-representation analysis to see whether certain biological processes were enriched for genes in some clusters compared to others (Fig. 7B). ‘High Early’ clusters were enriched for functions related to metabolism, cell cycle regulation, and organelle remodeling, which may be due to the rapid cell divisions that occur early in embryogenesis. Many of the enriched terms in the ‘High Middle’ clusters were for cell division-related processes, as well as transcription and translation. This may reflect widespread larval cell differentiation during late embryogenesis. Clusters in the ‘High Late’ category showed enrichment for nervous system functions, aligning with the rapid diversification of neural cells during later larval stages (Fig. 6). There was also enrichment for terms related to cell migration and movement in the ‘High Late’ category. Cell movement may be common in later developmental stages as larval cells are rearranged during the morphogenesis of adult tissues.

**Fig. 7.**
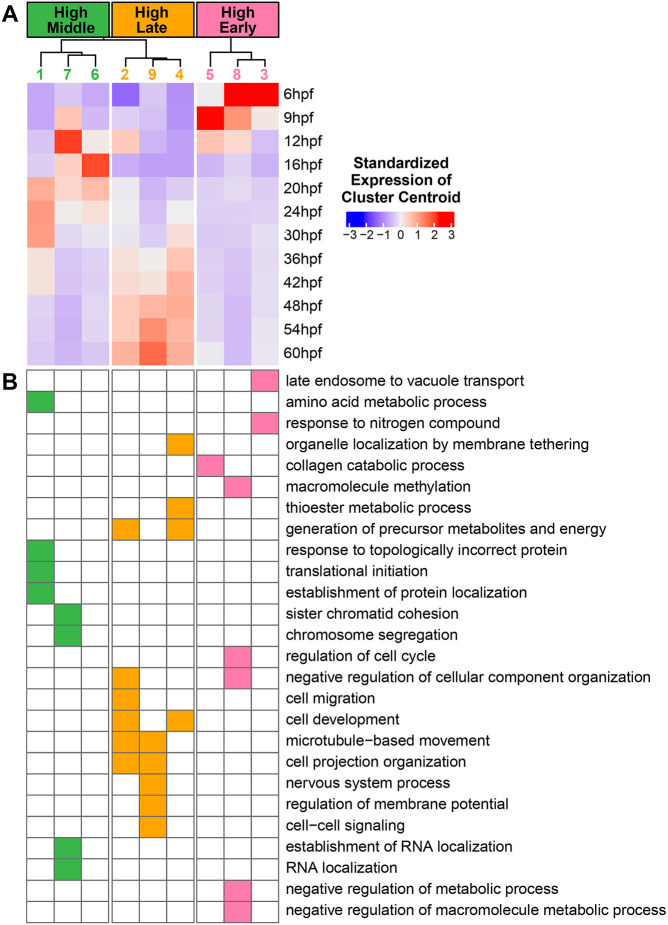
**Genes with late expression peaks in the scRNA-seq time course appear to participate in a unique set of biological processes.** (A) Heatmap showing the centroids of expression profiles from the Mfuzz analysis of pseudobulked scRNA-seq data at each time point. (B) Heatmap showing GO term enrichments for each of the Mfuzz cluster profiles. A filled square indicates that there was a statistically significant enrichment of genes that perform the indicated biological process in the Mfuzz cluster.

The gene function analysis suggested that a unique set of processes may be taking place during later stages of larval development in *He*. This prompted us to investigate whether the well-defined GRN for sea urchin embryonic development (Davidson et al., 2002; Peter and Davidson, 2011; Rafiq et al., 2012; Sethi et al., 2009; Su et al., 2009) plays a similarly important role in late larval and adult development. Many of the genes in the embryonic GRN are TFs and signaling molecules that are commonly used in many developmental processes, so it would not be unexpected to see similar genes being used in both time frames. To assess this, we retrieved a curated list of embryonic GRN genes from the *He* genome used in previous analyses (Davidson et al., 2022) and classified whether the temporal expression profile of each gene fell into the ‘High Early’, ‘High Middle’ and ‘High Late’ categories obtained from the fuzzy c-means analysis. As a comparison, we also generated a list of all the potential DNA-binding TFs that are found in the *He* genome based on GO terms and a previously curated list (see Materials and Methods). The number of embryonic GRN genes and TFs that fell into each temporal category is shown in Fig. 8A. Note that many, but not all, embryonic GRN genes were TFs, so the numbers of GRN genes and TFs are not directly comparable. However, it was striking to see that the vast majority of GRN genes had expression profiles that peaked early on or in the middle of *He* development (100 with early or middle peaks versus 38 with late peaks). In comparison, there were roughly equal numbers of TFs that had expression peaks in each temporal category. It thus appears that genes in the embryonic GRN may play a reduced role in patterning the late larvae and adult rudiment of *He*. 

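The 30 embryonic GRN genes that Fig. 8B lists were examined at 6-30 hpf, and the full list of GRN genes was not used here. All 10 genes listed as 'High Early' had their highest normalised count at 6 or 9 hpf. Of the 10 'High Middle' genes, 7 were highest at 12-24 hpf and 3 (*hox7*, *unc4.1* and *tgif*) at 30 hpf. Of the 10 'High Late' genes, 2 were highest at 30 hpf, 7 at 12-24 hpf and *acsc3*, with 7 UMIs in all, at 6 hpf. These tallies were the same with CPM, with thinned libraries and without the 16 hpf library. From the number of GRN genes with early or middle peaks, the paper proposes a reduced role of the embryonic GRN in patterning the late larva and the adult rudiment.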

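In the libraries of 6-30 hpf, *scratch* (HER_44934.t1) had 30 UMIs in all, 12 of them at 20 hpf, too few to follow its level over time. *isl* (HER_10349.t1) rose from 0.702 CPM at 6 hpf to 61.4 CPM at 24 hpf (534 UMIs) and stood at 32.9 CPM at 30 hpf. In the Neural-like cells, an *isl* UMI was counted in 4.11% of the thinned cells (1.52% to 8.73%), against 0.887% of the Posterior Ectoderm-like cells (0.384% to 1.74%). The Neural-like cells held only 23 of the 1118 *isl* UMIs. *isl* was also among the 10 leading genes of an unnamed cluster of 855 cells, 821 of them at 24 hpf.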

Of the few embryonic GRN genes that had late expression peaks, several have roles in patterning the larval nervous system in planktotrophs, such as *scratch* and *isl* (Fig. 8B) (Slota et al., 2019).

**Fig. 8.**
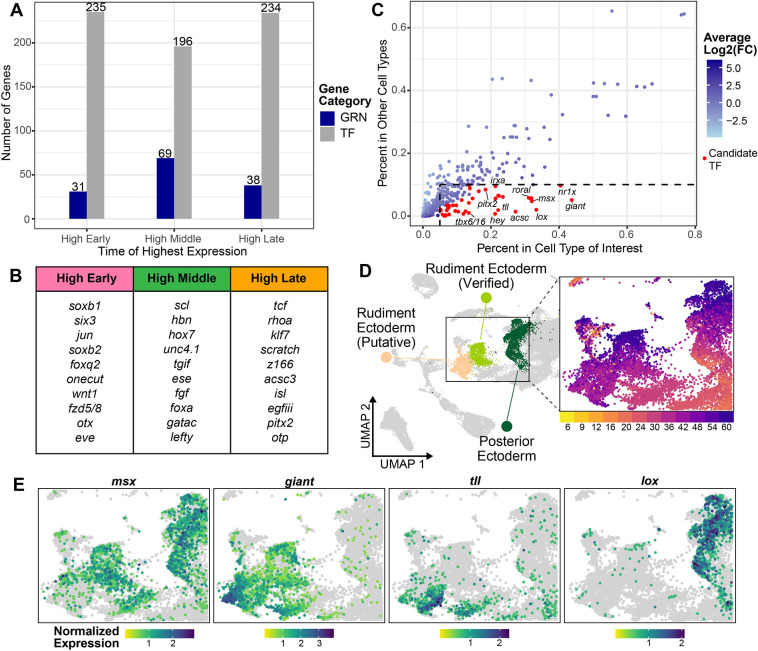
**Different gene regulatory suites appear to control the development of the larval and adult body plans.** (A) Chart showing the number of TFs (gray) and embryonic GRN genes (blue) in the *He* genome with expression peaks in each temporal category. (B) The top 10 expressed embryonic GRN genes with expression peaks in each temporal category. (C) Plot showing the percentage of cells showing expression of TFs with late peaks in cell types of interest (rudiment ectoderm and posterior ectoderm) versus all other cell types, colored by their average log2-fold change in the cell types of interest (as a measure of enrichment). Points colored red indicate genes with average log2-fold changes >0.9 and that were expressed in >5% of cells in the cell type of interest and <10% of cells in the other cell types. (D) UMAP of *He* development highlighting the adult rudiment clusters. (E) UMAPs of *He* development zoomed in on the adult rudiment clusters, colored by expression levels for TFs potentially controlling adult rudiment morphogenesis.

Because embryonic GRN genes appear to have lower expression levels at later stages, we hypothesized that adult rudiment development in *He* may be controlled by a new set of transcriptional regulators. We moved to generate a list of candidate TFs that could play a regulatory role in this process. We returned to the scRNA-seq dataset and focused on the rudiment ectoderm and posterior ectoderm cell clusters, which are the primary cell types in the scRNA-seq atlas with verified expression patterns in the rudiment (Fig. 8D). Of the 234 TFs that had late expression peaks, we filtered for genes that had high expression in the aforementioned cell types and low expression elsewhere. This resulted in a set of 33 unique TFs (Fig. 8C, red; Fig. S6; Table S3) that are potentially important regulators of adult rudiment development. Some of these genes are already known to pattern the rudiment in *He* (*msx*; Fig. 8E) (Koop et al., 2017; Wilson et al., 2005), but others appear to be previously unappreciated transcriptional regulators of sea urchin development. For example, *giant* and *tll* showed strong localized expression in the rudiment ectoderm clusters (Fig. 8E). *lox*, which is known to pattern the hindgut in planktotrophic larvae (Cole et al., 2009), was expressed in the posterior ectoderm cluster, suggesting it may have an additional role in rudiment patterning (Fig. 8E). These 33 genes represent a list of candidate TFs to experimentally manipulate in future studies to understand the regulation of adult rudiment development.

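The study chose these 33 TFs on the libraries used here among others, so their levels at 6-30 hpf describe the list and are not independent evidence for it. Of the 33, 22 had their highest normalised count at 30 hpf and 31 were higher at 30 hpf than on average at 6 and 9 hpf. The median log2 ratio of 30 hpf over 6 and 9 hpf was 2.41, above all of 10000 random lists of features matched on mean expression. The central 95% of the medians of these lists lay between -0.76 and 0.56. The setting that moved it most, a pseudocount of 5 in place of 1, gave 2.21. *mbx1* and *paxa*, which had a log2 ratio below 0, had 10 and 35 UMIs in all. Unthinned, 18 of the 33 were counted in over 5% of the Posterior Ectoderm-like or Rudiment Ectoderm (Verified)-like cells and in under 10% of the cells outside both, 30 had a higher share in at least 1 of the 2 classes than outside, and 28 did with the 2 classes pooled. The 2 classes overlap in their markers, and median depths were 1492.5 and 1687 UMIs inside and 1816 outside. The paper proposes these TFs as potentially important regulators of adult rudiment development.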

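*msx* had a log2 ratio of 6.83 between 30 hpf and the mean of 6 and 9 hpf. It is 1 of the markers behind the names of both classes. At 500 UMIs per cell, it was counted in 14.2% of the Posterior Ectoderm-like cells (12.0% to 16.6%) and 7.56% of the Rudiment Ectoderm (Verified)-like cells (5.91% to 9.48%), against 0 of 137 Skeletal-like cells (which allows up to 2.19%), with 6, 8 and 0 shallower cells left out.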

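*giant* and *tll* rose from 6 and 9 hpf to 30 hpf with log2 ratios of 4.89 and 7.18. In the Rudiment Ectoderm (Verified)-like cells, 16.8% of thinned cells (14.4% to 19.4%) had a *giant* UMI and 7.44% (5.82% to 9.36%) a *tll* UMI, and unthinned the shares were 33.1% and 20.8%. The thinned shares were 1.33% and 0.554% in the Posterior Ectoderm-like cells and 0.730% (0.0185% to 4.00%) and 0% (which allows up to 2.19%) in the Skeletal-like cells. As 903 of the 908 Rudiment Ectoderm (Verified)-like cells come from the 30 hpf library, their shares describe that time point only. Over all thinned cells of that library, 5.79% had a *giant* UMI and 1.67% a *tll* UMI. *lox*, a marker behind the Posterior Ectoderm name, was highest at 24 hpf (log2 ratio 2.97), and was counted in 14.2% of the thinned Posterior Ectoderm-like cells (12.0% to 16.6%) and in none of the 900 thinned Rudiment Ectoderm (Verified)-like cells (which allows up to 0.333%). From the localized expression of *lox* the paper proposes an additional role in rudiment patterning.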

## DISCUSSION

In this paper, we present a comprehensive scRNA-seq atlas of embryonic and larval development in *He*. Building on the insights gained from previous datasets in sea urchins with planktotrophic development (Foster et al., 2020; Massri et al., 2021; Paganos et al., 2021) and *He* (Massri et al., 2024 preprint), the present analysis provides single-cell transcriptomic data for late stages of sea urchin larval development that has lacked coverage in prior studies. Research on cell-type trajectories in later larval stages has historically been difficult owing to the long periods required to raise planktotrophic larvae through metamorphosis. In contrast, the accelerated developmental process of *He* makes it a useful model for studying the full time frame of larval developmental events, as well as the initial stages of adult morphogenesis (Wray, 2022). By using HCRs to map marker genes from the scRNA-seq dataset onto discrete tissues, we present some of the first transcriptomic data that is specific to the adult rudiment. These data are an important resource for studying the fates of larval cell types during adult development and allow us to start uncovering the GRN that controls this process. We also observed two important patterns regarding the biphasic lifecycle of *He*. First, several larval cell-fate trajectories have been modified compared to those in planktotrophs. Second, the larval developmental program appears to be distinct from the adult program, potentially allowing for each stage to evolve in a modular fashion.

### Modifications to larval cell-type trajectories during the evolution of lecithotrophy

Prior research in *He* embryos revealed that several long-conserved cell fate trajectories have been reprogrammed during the evolution of lecithotrophy (Davidson et al., 2022; Parks et al., 1988; Wray and Raff, 1990). We observed similar trends with larval cell types in our scRNA-seq atlas. First, there was a notable change in the expression profiles of SKCs. In *He*, our co-expression analyses indicate that the SKCs lack expression of larva-specific skeletal genes but have gained expression of genes known to mark SMCs, which are likely the progenitors of the adult SKC population in planktotrophs (Figs 3 and 4) (Gao and Davidson, 2008; Tate et al., 2024; Yajima, 2007). This aligns with research in *He* showing that SKCs are no longer specified early in embryonic development and have lost expression of key components of the ancestral GRN (Davidson et al., 2022; Massri et al., 2024 preprint). The most likely explanation is that the ancestral larva-specific SKC population has been lost in *He*. This raises the question of what is the origin of the cell population that constructs *He*’s vestigial larval skeleton. One possibility is that early-arising adult SKCs fulfill this role. A few of the cells that are intended to produce skeletal structures in the adult rudiment may instead respond to leftover patterning cues in the ectoderm that evolved to guide larval SKCs. Another possibility is that the larval skeleton may be produced by SMC-like cells that undergo transfating toward skeletogenic fates. Removal of the SKC progenitors in the embryos of species with planktotrophic larvae is known to trigger a subset of SMCs to activate the downstream SKC GRN (Ettensohn et al., 2007; Ettensohn and McClay, 1988; Sharma and Ettensohn, 2011). *He* embryos may have retained this transfating capability for the purposes of normal development. In either case, the elimination of the need to specify larval SKCs in the early embryo may have facilitated the acceleration of larval development during the evolution of lecithotrophy. Alternatively, the loss of most larval SKCs may be a consequence of the acceleration.

We also report the emergence of an undifferentiated cell cluster present in the *He* embryo and early larva. It does not appear that these cells are a classical stem cell population, given their failure to express known pluripotency or germline-related genes (Fig. 5D; Table S1). We can also rule out that the cluster is the hypothesized ‘set aside’ cell population that is thought to supply most of the cells needed during metamorphosis (Davidson et al., 1995; Peterson et al., 1997), as few cells are present in the cluster at later time points (Fig. 5B). A more likely possibility is that these cells represent a previously unidentified cell state that is held back from differentiating into terminal cell fates early in development. It is already known that cell fate specification is delayed in *He* relative to species with planktotrophic development (Davidson et al., 2022), even though the overall larval developmental period is accelerated. These cells may be a dedicated population that is reserved for rapid differentiation once initial patterning events take place in the embryo. This is supported by the fact that the undifferentiated cluster groups with the early ectoderm cluster (which mostly consists of undifferentiated cells from the 6 hpf time point) in the cell type phylogenetic tree (Fig. S3), despite containing cells from several later time points. Although the exact fates of cells in this cluster are unknown, there is no analogous cell population that appears in scRNA-seq atlases of planktotrophs (Foster et al., 2020; Massri et al., 2021; Paganos et al., 2021) that arises early in development and persists over multiple time points. This cell state could therefore be a feature unique to lecithotrophs and may be a consequence of altered cell specification patterns in the *He* embryo.

A third *He* larval cell type that showed a notable shift was the neural cells. Work from the past couple of decades has led to a thorough understanding of neurogenesis early sea urchin larvae (reviewed by McClay, 2022). Many of these neural cell types were captured by our scRNA-seq atlas, including the larval serotonergic neurons and postoral neurons (Fig. 6). At the same time, we observed the emergence of several putative adult neural cell types at the later developmental time points in the atlas. Early appearance of adult neural cell types is likely associated with the acceleration of larval development in *He*. We also noticed that several TFs expressed in the putative adult neurons are expressed in clusters corresponding to adult rudiment tissues, suggesting that the processes of patterning the adult nervous system and broader pentaradial adult body plan are tightly connected (Ferkowicz and Raff, 2001; Sly et al., 2002). This aligns with recent work showing how anterior-posterior patterning genes, which primarily pattern the neuroectoderm in hemichordates and chordates, have been re-deployed to pattern the pentaradial adult body plan of sea stars (Formery et al., 2023). Nervous systems and body plans have frequently been observed to evolve hand-in-hand (Holland, 2016; Holland et al., 2015), so further research on the development of the sea urchin adult nervous system could help explain the transition from bilateral to pentaradial symmetry in echinoderm evolution.

### The emergence of a new regulatory network governing adult body plan development in sea urchins

Our data also allow us to address questions about the regulation of adult morphogenesis in sea urchins. It has previously been unclear how organisms with biphasic lifecycles code for two different body plans in the same genome (Formery and Lowe, 2023). Our data suggest that a largely new set of regulatory genes controls the adult developmental process in sea urchins. A key finding is that most genes from the sea urchin embryonic GRN show the highest expression in the embryo and early larvae of *He* and have lower expression during later larval time points (Fig. 8A). To a certain extent, this is not entirely surprising because the GRN was constructed based on early developmental time points (Davidson et al., 2002). However, many of the genes in the embryonic GRN are part of signaling systems used in a diverse array of developmental patterning events in metazoans, such as Wnt/Fzd and TGFβ factors (Clevers, 2006; Wu and Hill, 2009), so the reduced role of some of these genes in adult patterning events is notable. This lack of overlap may partially be due to the drastic switch from bilateral to pentaradial symmetry during metamorphosis in echinoderms (Peterson et al., 2000; Smith, 2008). Not all of the genes that pattern the bilateral larva may be suited for patterning the pentaradial adult, requiring the introduction of a new suite of developmental regulators. Thus, the embryonic GRN appears to play a reduced role in regulating adult morphogenesis, at least in lecithotrophic *He* larvae.

In place of the embryonic GRN, we generated a candidate list of 33 TFs that may fulfill the regulatory requirements of patterning the pentaradial adult rudiment (Fig. 8E; Fig. S5; Table S3). Unfortunately, the scRNA-seq expression patterns of these genes alone did not reveal the upstream mechanism responsible for specifying the initial pentaradial pattern. To address this question, we can turn to previous embryological and gene expression studies in *He*. It appears that signaling between endomesodermal tissues and the overlying larval ectoderm is necessary for the invagination of the vestibule (Minsuk et al., 2005; Minsuk and Raff, 2002), and these interactions may also establish pentaradial symmetry in both tissues (Minsuk et al., 2009). Koop et al. (2017) followed up on this work by examining the expression of genes in the Nodal-BMP signaling network in early *He* larvae, which is known to pattern the dorsal-ventral and left-right axes of sea urchin embryos (reviewed by Molina et al., 2013). Of the genes they examined, *bmp2/4* had the earliest pentaradial expression pattern in the rudiment, suggesting that the Nodal-BMP network could be responsible for the initial establishment of the adult body plan. This led them to claim that the embryonic GRN may play a major role in patterning the rudiment, contradicting our data. One potential explanation for this discrepancy is that key signaling systems such as the Nodal-BMP network play a role in the upstream establishment of pentaradial symmetry, but the downstream TFs and effector genes that pattern specific adult tissues may lie outside the scope of the embryonic GRN. Extending scRNA-seq atlases to later larval stages in other sea urchin species, along with targeted perturbation studies, will allow us to construct a GRN specific to sea urchin adult morphogenesis.

### The evolution of biphasic lifecycles

In summary, our analysis is valuable for understanding the switch in developmental strategy that occurred during the evolution of *He*, as well as the process of adult body plan construction in general across sea urchins. By examining a scRNA-seq time course that covers most of larval development in *He*, we assessed how larval cell types are established in sea urchins and how these may be involved in the transition to the adult body plan. Although our data do not capture gene expression events that occur immediately before and during metamorphosis, this work does provide a major advance in our knowledge of how late larval development is regulated in sea urchins. Furthermore, the fact that sea urchins may use two different GRNs to pattern the larval and adult body plans could address uncertainties about the origins of biphasic lifecycles in bilaterians (Davidson et al., 1995; Nielsen, 2013; Raff, 2008; Valentine and Collins, 2000). Instead of larval patterning mechanisms being extensively co-opted for patterning the adult, or vice versa, the two processes appear distinct. A scenario whereby the larval or adult phase was secondarily added to the lifecycle by simply co-opting pre-existing regulatory networks (Sly et al., 2003) appears unlikely. Answering this question with more confidence will require comparative studies with bilaterian species in other phyla.

Our results also allow us to start to develop a model for biphasic lifecycle evolution. The acceleration of development in sea urchins that have lecithotrophic larvae could mean that adult development in *He* follows different patterns compared to species that have planktotrophic larvae. Even so, the adults of *He* and its sister species *Ht*, which has planktotropic larvae, have remarkably similar morphologies (Byrne and O'Hara, 2017). Although it is possible that each species relies on a different developmental program to arrive at its adult form, a more parsimonious explanation is that *He* has retained many of the mechanisms found in species with planktotrophic development. At the same time, the divergence of larval patterning strategies in *He* compared to planktotrophs indicates that, under the appropriate selective conditions, developmental processes can be highly labile. We hypothesize that the larval and adult portions of biphasic lifecycles can be viewed as semi-independent modules, given that they may be controlled by largely distinct sets of regulatory factors. Taken together, these patterns suggest that the simultaneous conservation and modification of different stages of biphasic lifecycles may have contributed to the diversity of metazoan developmental strategies seen today.

## MATERIALS AND METHODS

### scRNA-seq analysis

#### Data retrieval

*Heliocidaris erythrogramma* embryos and larvae raised at 23°C were sampled at 12 time points from 6 to 60 hpf (6, 9, 12, 16, 20, 24, 30, 36, 42, 48, 54 and 60 hpf) to yield scRNA-seq libraries. All libraries were prepared and sequenced during data collection for the work described by Massri et al. (2024 preprint). However, only samples from the 6-30 hpf time points were used in that analysis. For the present analysis, data for the same 6-30 hpf time points, as well as five additional time points up to 60 hpf, were analyzed with a focus on larval and adult rudiment development. Gene expression counts tables resulting from processing the sequencing data using Cell Ranger (Zheng et al., 2017) were retrieved for all 12 time points and were used as input into downstream analysis steps.

#### Data filtering and normalization

After obtaining the counts tables, the R package Seurat v4.3.0 was used for downstream filtering and normalization steps (Hao et al., 2021). The counts tables for each time point were merged into the same Seurat object, which was filtered for high-quality cells with nFeature_RNA>200, *n*Count_RNA<10,000 and nFeature_RNA<4000. In addition, a new column ‘percent.Rb’ was added to the metadata to identify the proportion of transcripts in each cell that have names matching the regular expression pattern ‘\\b\\w*Rp[sl]\\w*\\b’, which identifies genes that encode ribosomal proteins. The function ‘SCTransform’ was used with the ‘glmGamPoi’ method and 6000 variable features to normalize, rescale, and identify variable features in the dataset (Choudhary and Satija, 2022). The parameter vars.to.regress=‘percent.Rb’ was also passed to the ‘SCTransform’ function to regress out expression signals from ribosomal proteins.

#### Dimensionality reduction, clustering and visualization

The ‘RunPCA’ function was then used to perform principal component analysis and dimensional reduction on the Seurat object, using 200 principal components in total. Clustering of different cell types was then performed using the ‘FindNeighbors’ function with the first 195 principal component dimensions followed by running the ‘FindClusters’ function with resolution=3. This detected 57 distinct cell clusters across all 12 sample time points, which was a number that remained relatively robust even at higher resolution values. Each of the 57 cell clusters was assigned a cell-type identity based on expression of known sea urchin developmental GRN genes and *in situ* hybridization patterns (Fig. 2C-H; Fig. S2; Table S1). To visualize the cell clusters in two-dimensional space, the UMAP algorithm was applied using the ‘RunUMAP’ function. Unless otherwise noted, all gene expression UMAPs were generated using the ‘FeaturePlot’ function from Seurat or the ‘FeaturePlot_scCustom’ wrapper function from the R package scCustomize v.2.0.1 (https://zenodo.org/records/10161832).

#### Neural cell analysis

The clusters that were annotated as ‘Neural’ in the full Seurat object were isolated into a separate Seurat object using the subset function. The neural-specific object was re-clustered using the ‘FindNeighbors’ function with the first 195 principal component dimensions and the ‘FindClusters’ function with resolution=0.8. This resulted in the identification of 17 neural cell types, which was a number that remained relatively robust to increases in the resolution value. Published data on neural marker genes were used to assign each of these clusters a neural cell type identity (Fig. S4; Table S2). Finally, the UMAP algorithm was applied to the neural-specific object using ‘RunUMAP’ to re-project the neural cells into UMAP space.

To evaluate the TFs used to pattern neural cell types, the list of neural TFs identified in the *Strongylocentrotus purpuratus* genome was retrieved from Burke et al. (2006a). The orthologs of these genes in the *He* genome were identified using the annotations published by Davidson et al. (2022). The top 30 expressed neural TFs were selected based on highest average expression levels across all the neural cell types. The expression levels of these genes in each neural cell type were plotted in Fig. 5C using the ‘Clustered_DotPlot’ function from scCustomize. K-means clustering was used to group the expression patterns of these genes in neural cells into ten clusters.

#### Co-expression analyses for skeletal and set aside genes

The Seurat function ‘WhichCells’ was used to highlight cells in atlas that co-expressed two different genes of interest. Cells with expression levels >0.5 for both genes were designated as ‘low co-expression’, and cells with expression levels >1 for both genes were designated as ‘high co-expression’. Co-expressing cells were plotted in two-dimensional UMAP space.

scRNA-seq data for *Lytechinus variegatus* (*Lv*) embryos and larvae, a species with planktotrophic development, was retrieved from the scRNA-seq atlas presented by Massri et al. (2021). This atlas contains hourly or bi-hourly scRNA-seq time points of development in *Lv* from 2 to 24 hpf. The same steps used for analyzing SKC co-expression patterns in the *He* scRNA-seq atlas were applied to the *Lv* scRNA-seq atlas.

#### Waddington-OT trajectory inference

Waddington-OT trajectory inference (v.1.0.8) was performed as previously described (Massri et al., 2024preprint, 2021; Schiebinger et al., 2019), with only a few minor modifications for the full 6-60 hpf time course. Briefly, the full Seurat object was used to generate a ‘SCTransform’-normalized expression matrix showing gene expression for each cell. Separate files with cell-type annotation and UMAP embedding assignments for each cell were also generated. Cell division rates for each cell type were estimated based on the expected number of cells that are supposed to be present at each developmental time point. These rates, along with the expression matrix, were used to compute transport maps between each of the time points, with parameters set at epsilon=0.05, lambda1=1, lambda2=50, and growth_iterations=20. The transition_table function was used to generate the plot in Fig. 5C.

#### Pseudobulk analysis and gene expression profile clustering

To perform pseudobulking of the scRNA-seq data, raw gene expression count data were extracted from the Seurat object. Gene expression counts were aggregated across the cells at each time point, resulting in a matrix with the 12 time points as columns and genes as rows. The counts table was input into the ‘DESeq’ function from the R package DESeq2 v.1.38.3 (Love et al., 2014) to normalize the gene expression data using the median of ratios method. The normalized counts data were then exported from the DESeq object for input into the Mfuzz pipeline.

The R package Mfuzz v.2.58.0 (Futschik and Carlisle, 2005; Kumar and Futschik, 2007) was used to perform fuzzy c-means clustering of temporal gene expression profiles. First, genes with normalized expression counts <5 at any time point were filtered out of the dataset. The data were filtered to exclude genes with undetected expression values and then standardized (for a total of 19,585 genes). The fuzzifier parameter m was estimated using the ‘mestimate’ function. Finally, the normalized and standardized counts data, along with the estimate for m, were provided to the ‘mfuzz’ function to cluster the gene expression profiles. The optimal number of clusters (value of c) was determined as described by Israel et al. (2016). Briefly, the number of clusters was chosen to be as high as possible without having the correlation between any pair of cluster centroids exceed 0.85. This was to ensure that the data were not over clustered and that each cluster showed a relatively distinct pattern from the others. Nine clusters (c=9) were selected as the optimal value. The centroids of each cluster were plotted (Fig. 6A) using the R package ComplexHeatmap v.2.18.0 (Gu et al., 2016). This package was also used to perform k-means clustering on the Mfuzz cluster profiles based on Euclidean distance with k=3.

#### Protein functional annotation and GO analysis

The Linux package InterProScan v.5.64-96.0 (Jones et al., 2014) was used to assign functional annotations to the protein-coding sequences in the *He* genome. Gene models from *He* were retrieved from Davidson et al. (2022) and translated into peptide sequences. The main InterProScan analysis pipeline was run on these peptide sequences to assign GO terms using all the functional annotation databases contained in the standard InterProScan distribution.

GO over-representation analysis was performed using the R package clusterProfiler v.4.10.0 (Wu et al., 2021). The ‘compareCluster’ function was used to compare over-represented GO terms between genes assigned to each of the nine Mfuzz clusters. ‘Biological Process’ GO terms were specifically analyzed, with pvalueCutoff=0.05, pAdjustMethod=‘BH’ and qvalueCutoff=0.2. The ‘pairwise_termsim’ and ‘treeplot’ functions from the R package enrichplot v.1.22.0 (https://yulab-smu.top/biomedical-knowledge-mining-book/) were used to plot the heatmap in Fig. 6D.

GO over-representation analysis was also used to identify the top ‘Biological Process’ GO terms for genes enriched in the undifferentiated cell cluster. The Seurat ‘FindMarkers’ function was used to identify the genes significantly enriched in this cluster (*n*=342), with m.pct=0.25, logfc.threshold=0.25 and *P*_value_adj<0.05. The ‘enrichGO’ function from clusterProfiler was run to compare these genes against all other genes in the genome as a background set, with pvalueCutoff=0.05, pAdjustMethod=‘BH’ and qvalueCutoff=0.2.

#### Embryonic gene regulatory network analysis

A list of genes in the ancestral sea urchin embryonic GRN (192 total) was retrieved from Davidson et al. (2022). In order to access gene expression information across all analyses, only embryonic GRN genes that were retained in the Mfuzz and Seurat analyses were analyzed (138 total). Based on the Mfuzz cluster to which each gene was assigned, embryonic GRN genes were classified as belonging to the ‘High Early’, ‘High Middle’ or ‘High Late’ expression profile groups, as described above.

#### TF analysis

When assembling a list of all the predicted TFs in the *He* genome, the goal was to evaluate as many genes as possible, rather than relying on a restricted set of verified genes. Thus, lists of predicted TFs from two sources were combined along with a list of zinc finger proteins, which are frequently transcription regulators (Klug, 2010). First, the list of TFs and zinc finger proteins used in a previous genomic analysis of *He* (Devens et al., 2023) was retrieved. This was combined with a larger list of TFs predicted from their associated GO terms. Genes with the following terms were included: GO:0003700 (‘DNA-binding transcription factor activity’), GO:0001216 (‘DNA-binding transcription activator activity’), GO:0001227 (‘DNA-binding transcription repressor activity, RNA polymerase II-specific’), GO:0001228 (‘DNA-binding transcription activator activity, RNA polymerase II-specific’), GO:0000981 (‘DNA-binding transcription factor activity, RNA polymerase II-specific’) and GO:0001217 (‘DNA-binding transcription repressor activity’) (Gene Ontology Consortium et al., 2023). In total, the combination of these two lists resulted in 1400 transcripts in the *He* genome that are predicted to be TFs, some of which may be duplicated copies of the same gene. Only TFs that were retained in the Mfuzz analysis (*n*=665) were used for downstream steps.

To identify the key TFs responsible for patterning adult rudiment structures in *He*, the TF list was filtered for genes that had temporal expression profiles belonging to the ‘High Late’ category (*n*=234). The Seurat function ‘FoldChange’ was used to identify genes from this list that were enriched in the ‘Rudiment Ectoderm (Verified)’, ‘Rudiment Ectoderm (Putative)’ and ‘Posterior Ectoderm’ clusters in the scRNA-seq atlas. TF genes were retained that had pct.2<0.1, pct.1>0.05, and avg_log2FC>0.9 in any one of these cell type categories. This resulted in a list of 33 unique genes that showed relatively high, enriched expression in adult tissues in *He* larvae (Fig. 8E; Fig. S5; Table S3).

All computational analyses were conducted using R v.4.2.0 or v.4.3.0 (depending on package compatibility) and Python v.3.8.

### *In situ* gene expression analysis

#### Embryo fixation

*He* embryos and larvae from desired developmental stages were fixed overnight in 4% paraformaldehyde in artificial sea water (ASW) at 4°C. Embryos were washed once with ASW and once with ice-cold methanol. These were then moved to a fresh aliquot of methanol and stored at −20°C until used for later steps.

#### HCR probe design

DNA probes for HCR were designed by Molecular Instruments or using the insitu_probe_generator python script from Kuehn et al. (2022). For the non-Molecular Instruments probes, the script selected the maximum number of probes to hybridize with the exon sequence of the gene of interest without overlapping, and the probes were designed with attachments for either B1, B2 or B3 hairpins for the HCR amplification step. Probes were synthesized using the oPools Oligo Pools service from Integrated DNA Technologies. Upon receipt, the probes were diluted to 1 µM in RNase-free water and stored at −20°C. See Table S4 for the probe sequences.

#### HCR

Whole-mount fluorescent *in situ* hybridization was performed on fixed *He* embryos and larvae using the v.3.0 HCR method, following the sea urchin-specific protocol published by Choi et al. (2016) with some modifications. Unless otherwise noted, all washes were performed at room temperature. Fixed samples were rehydrated stepwise from methanol into PBST (1× PBS and 0.1% Tween 20). To permeabilize the embryo membranes, the samples were incubated for 30 min in a detergent solution containing 1% SDS, 0.5% Tween 20, 50 mM Tris-HCl, 1 mM EDTA, and 150 mM NaCl. Samples were washed in PBST, and a post-fixation step was performed by incubating the embryos in 4% paraformaldehyde in PBST for 25 min. The fixative was removed with five washes of PBST.

The samples were then pre-incubated in Probe Hybridization Buffer (Molecular Instruments) for 30 min at 37°C. Probe solutions were prepared by adding 2 µl each of DNA probes for one or two genes of interest to Probe Hybridization Buffer for each embryo sample (final concentration, 10 nM), adding buffer such that the final volume was 200 µl. The samples were moved into the probe solution and incubated for 36-48 h at 37°C to ensure that the probes fully penetrated the large *He* embryos. The probe solution was removed by washing 4×15 min in Probe Wash Buffer (Molecular Instruments) at 37°C. Samples were washed 2×5 min in 5× SSCT (5× SSC and 0.1% Tween 20).

Samples were then pre-incubated in Amplification Buffer (Molecular Instruments) for 30 min at room temperature. During this incubation step, DNA hairpins with Alexa Fluor 488, Alexa Fluor 546 or Alexa Fluor 647 fluorophores (Molecular Instruments) and B1, B2 or B3 binding regions were heated to 95°C for 90 s and then stored in the dark at room temperature for 30 min. Hairpin solutions were prepared by adding 4 µl of hairpin h1 and 4 µl of hairpin h2 that match the B1, B2 or B3 probe attachment to Amplification Buffer for each embryo sample (final concentration, 60 nmol), adding buffer such that the final volume was 200 µl. Samples were moved into the hairpin solution and incubated for 16-24 h in the dark at room temperature. Hairpin solution was then removed by washing 3×20 min in 5× SSCT.

Samples were incubated for 3-6 h in 1:500 DAPI in 500 mM NaCl solution (500 mM NaCl in 1× PBS) in the dark at room temperature. The embryos were then cleared in glycerol solution by incubating for 1 h in 50% glycerol in 1× PBS, and then moving to 70% glycerol in 1× PBS. Samples were mounted for imaging on slides in the 70% glycerol solution.

To verify probe specificity, the HCR protocol was run with hairpins only (no gene-specific probes), as well as with no probes and no hairpins. No localized fluorescence patterns were observed under either condition (Fig. S7).

#### Microscopy and image analysis

Mounted embryos and larvae were visualized using a Zeiss 880 Airyscan inverted confocal microscope paired with a 10×/0.30 EC Plan-Neofluar objective. Images were analyzed using the Fiji distribution of ImageJ (Schindelin et al., 2012). Only linear adjustments, including the ‘minimum’ and ‘brightness’ settings for each color channel, were made to remove background fluorescence. All images presented in this article are single slices of the original multi-slice *z*-stacks.

## Supplementary Material

10.1242/develop.203015_sup1 Supplementary information

Table S1. Cell type marker genes and references for the full scRNA-seq atlas

Table S2. Neural cell type marker genes and references for the neural-only scRNA-seq atlas

Table S3. List of putative transcriptional regulators of adult rudiment development

Table S4. Probe sequences used in HCR experiments

How the deposited data were processed for this re-analysis (not part of the article)

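Single-cell RNA-seq libraries of *He* at 6, 9, 12, 16, 20, 24 and 30 hpf were used, with 1 library per time point, and the later libraries of the atlas were not analysed here. The authors deposited, for each library, the Cell Ranger matrix of raw counts (UMIs) of 38707 features per cell, without normalization. All values come from these counts. Gene names were taken as the files give them, and features with the same name were summed, except in the ranking of the largest changes. No feature was matched to *btub13* or *fbs-2*, markers of Table S1.

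Counts were read with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Cells with more than 200 and fewer than 4000 genes and fewer than 10000 UMIs were kept. Doublets were scored with Scrublet in scanpy 1.11.5 and kept. Cells of all libraries were merged in R 4.3.3 with Seurat 5.3.0, sctransform 0.4.2 and Matrix 1.6.5. SCTransform used its Poisson method, 6000 variable features and the percentage of UMIs in the 89 features that match the ribosomal protein expression of the paper as a regressed variable. Of 200 principal components, 195 were used for Louvain clustering at resolution 3, with scores rounded to 4 decimals so that a rerun gives the same clusters.

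Clusters were named from the markers of Table S1, with at least 3 markers at least 2-fold over all other cells after adding 5 CPM and at least 3 UMIs each, after the type with most such markers, with ties going to the type whose markers had the higher mean log2 ratio. A cluster stayed unnamed where another type had more of its markers among the 10 features with the highest folds, or where the median depth relative to the own library was under 1/3 and none of these 10 was a marker of the type. The markers were fixed before the data were examined, and the limits of the naming rule were written afterwards. The cluster with Undifferentiated markers is the 1 that met at least 3 of these and fewer than 3 Early Ectoderm markers. A gene was called expressed with a log-normalised SCTransform value over 0.5, or over 1 as an alternative. Shares of cells were also given with each cell thinned to 500 UMIs, with shallower cells left out, and to 1000 UMIs as an alternative. Intervals are exact 95% intervals, and the limit of a share of 0 rests on 3 counts unless a Clopper-Pearson limit is named.

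Counts summed per time point were normalised with the median of ratios in DESeq2 1.42.0, with no test. Features with at least 5 normalised counts at every time point were standardised and clustered by fuzzy c-means in e1071 1.7.16, with 5 starts for each number of clusters up to 14 and the largest number whose centroids correlated at no more than 0.85. Log2 ratios used a pseudocount of 1. The median log2 ratio of the TFs of Table S3 was set beside 10000 random lists drawn from 20 bins of mean expression. The steps were tested on simulated data: a random list lay at percentile 67.5, and the same list raised 2-fold at 30 hpf at 99.97. Figures were drawn with matplotlib 3.10.9.

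The genes named are those that the results of the paper name for the single-cell data, the markers of Tables S1 and S2, the TFs of Table S3 and the genes of Fig. 8B. Beyond these, the 3 features with the largest fall and the 3 with the largest rise were named among those with a mean of at least 100 normalised counts. This rule was set before the data were examined. Because each time point has 1 library, no groups were tested against each other, and no p-value is given.

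Alternatives were no filter on cells, over 500 genes per cell, doublets removed, the highest doublet scores removed at 0.8% per 1000 cells, medians, resolution 1, 50 principal components, log-normalised counts with a scale factor of 10000, a value over 1, at least 1 raw UMI, all *alx1+* cells of any cluster, thinned cells or libraries, CPM, minimums of 1 and 20 normalised counts, at least 5 normalised counts at 1 or more time points, 9 clusters, no clustering, the 16 hpf library left out, pseudocounts of 0.5 and 5, and the feature with most UMIs alone.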

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

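The tests in this part were chosen after the result was seen, apart from 2 tests on ribosomal protein transcripts, on cells of like depth and on the share of features that rise.

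The first result was flagged because it lies in cells the paper does not report on, at a level above what a count of 0 allows. At 9 hpf, 159 of the 189 *alx1* UMIs lay in 1 Early Endomesoderm-like cluster outside the Skeletal-like cluster. Free RNA does not account for it, since the thinned share of cells with an *alx1* UMI was 19.5-fold higher in this cluster than in the other cells of the library (3.18% against 0.163%), with like median depths (2501 and 2468 UMIs). Doublets were not tested. These UMIs could come from a transcript that counts only on the second of the 2 parts of the *alx1* gene model, because the first part took 1.59% of the *alx1* UMIs at 9 hpf (0.329% to 4.57%) and 19.1% in the Skeletal-like cluster (14.7% to 24.3%). The low share is not particular to 9 hpf, as 2.98% of 168 *alx1* UMIs (0.973% to 6.81%) lay on the first part in an unnamed cluster at 24 and 30 hpf. Whether such a transcript is another form of *alx1* or reads of a related gene was not tested, and early *alx1* expression in these cells at this time point stays open.

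Also flagged, as a signal in genes outside those the paper discusses, was the share of UMIs in ribosomal protein transcripts, which rose from 0.750% at 9 hpf to 13.6% at 30 hpf. The 9 hpf share was the lowest of all libraries, and at 6 hpf it was 1.26%. Shallower cells at later time points do not account for the rise, since the median share among cells of 1000 to 2000 UMIs rose 13-fold. That rise is from 0.938% at 9 hpf to 12.2% at 30 hpf, with 1.57% at 6 hpf. A few features do not account for it, as 87.3% of the 71 ribosomal features with at least 100 UMIs rose over 2-fold. A change in which cell types were captured is not the whole cause, because the share also rose within classes named alike. From 9 to 12 hpf the median was 3.61-fold in 2 classes (3.01 and 4.21) against 3.52-fold over all cells, and from 16 to 30 hpf it was 1.99-fold in 3 classes (1.91 to 2.41) against 2.41-fold over all cells. The rise from 12 to 16 hpf was not tested within classes. The limits for these readings were set after such values were seen. A difference between libraries in preparation was not tested and is confounded with time, and a change with developmental time stays open.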

How the results depend on the processing

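The alternatives with "at least 5 normalised counts at 1 or more time points", the highest doublet scores and the *alx1* feature with most UMIs alone were chosen only after the data were seen, and all others were set before the data were examined. No paired analysis was possible because each time point has 1 library of different embryos. Below, "the same" means a count within 1.5 times of the main one, a share or CPM within its 95% interval, or another value equal to 3 digits. No value changed sign, and for the changes below the cause was not tested unless a cause is given.

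Medians in place of means gave 1432, 1360, 929, 1015, 847.5, 1063 and 685 genes and 2581, 2477.5, 1663, 1861.5, 1488, 2338 and 1273 UMIs per cell from 6 to 30 hpf. Without a filter on cells, the means were 1466 genes at 6 hpf, 1417.8 genes and 2685 UMIs at 9 hpf and 2541 UMIs at 24 hpf, as the filter takes out the deepest cells. With over 500 genes per cell 20741 of 23156 cells remained (4179 of 5346 at 30 hpf), and all 8 numbers stayed within 1.5 times.

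With Louvain resolution 1 there were 23 clusters, and the classes held 15.6% (Animal Pole Domain), 5.08% (Blastocoelar), 2.71% (Early Mesoderm), 0.946% (Gut and Left Coelomic Pouch), 3.00% (Posterior Ectoderm), 5.35% (Rudiment Ectoderm (Verified)) and 1.24% (Unknown) of the cells. With 50 principal components they held 9.51% (Animal Pole Domain), 9.86% (Early Ectoderm or Undifferentiated), 7.92% (Early Endomesoderm), 3.52% (Posterior Ectoderm) and 0.639% (Unknown). With log-normalised counts they held 16.4% (Animal Pole Domain), 6.74% (Early Endomesoderm), 5.545% (Early Mesoderm), 1.98% (Gut and Left Coelomic Pouch), 3.70% (Larval Ectoderm) and 6.82% (Posterior Ectoderm), and the cluster with Undifferentiated markers 2.33% at 9 hpf and 0.337% at 30 hpf. With doublets removed, Animal Pole Domain held 6.95%, Rudiment Ectoderm (Verified) 5.22% and Pigment 0% at 6 hpf, and 56 other values stayed the same. No value was obtained for Larval Ectoderm and Skeletal at resolution 1, for Skeletal with log-normalised counts and for the Undifferentiated markers with 50 principal components.

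With a value over 1 for co-expression, *alx1+* cells numbered 0 at 16 hpf, 8 at 20 hpf, 9 at 24 hpf and 47 in all, and *alx1+ scl+* cells 0, 8, 9 and 43, while the shares were 0% for *tbr*, 0% for *foxo*, 4.26% for *tel*, 21.3% for *gatac* and 8.51% for *ese*. This value also left 0 cells with *nanos2*, *vasa* and *seawi* at 6, 9, 12, 16, 20, 24 and 30 hpf and in all. With cells thinned to 500 UMIs the shares were 0% for *tbr*, 0% for *foxo*, 12.8% for *tel*, 17.9% for *gatac* and 7.69% for *ese*, as fewer UMIs leave fewer cells with both genes. With at least 1 raw UMI, the cells with all 3 germline genes numbered 6 at 6 hpf and 11 at 24 hpf. Over all clusters there were 11, 130, 29, 3, 27, 80 and 161 *alx1+* cells from 6 to 30 hpf (441 in all), with 17 *alx1+ scl+* cells at 9 hpf, 23 at 12 hpf, 63 at 30 hpf and 144 in all, and shares of 32.7% for *scl* and 16.6% for *gatac*. All 7 values with the highest doublet scores removed stayed the same. With the *alx1* feature with most UMIs alone, *alx1+* cells fell from 72 to 68 and *alx1+ scl+* cells from 69 to 65, within 1.5 times.

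Thinned to the smallest library, the temporal clustering had 6288 features, 2877 in early and 3411 in middle clusters. The middle clusters held 3492 features with at least 20 normalised counts and 8137 with at least 1, as the minimum sets the number of features. With at least 5 normalised counts at 1 or more time points there were 19456 features and 10891 in middle clusters. The early clusters held 54.0% of the features in the main setting, 56.1% with at least 20 normalised counts and 50.9% with 9 clusters. They held under 50%, so that the early majority did not hold, with CPM (48.7%), without the 16 hpf library (47.9%), without clustering (46.4%), with thinned libraries (45.8%), with at least 5 normalised counts at 1 or more time points (44.0%) and with at least 1 (43.3%). Without the 16 hpf library 12316 features were kept. The median log2 ratio of the TFs of Table S3 was 2.44 with CPM, 2.43 with thinned libraries, 2.46 with a pseudocount of 0.5 and 2.21 with a pseudocount of 5.

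Among single genes, the CPM of 105 named genes at their highest time point stayed the same for 103 without a filter (2 higher), for 92 with over 500 genes per cell (4 higher, 9 lower) and for 94 with the copy with most UMIs alone (11 lower). Of 25 shares of cells with a UMI, 22 were higher at 1000 UMIs per cell and 24 unthinned. Of the 30 genes of Fig. 8B, 27 kept their time point of highest level with CPM, 27 with thinned libraries and 29 without the 16 hpf library. Of the 99 shares of cells for the TFs of Table S3, 84 stayed the same at resolution 1, 94 with 50 principal components and 85 with log-normalised counts.

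Depth limits the 16 hpf library most, with 486 cells, and limits *th*, *scratch*, *acsc3*, *msp130*, *sm50*, *mbx1* and *paxa*, whose levels rest on few UMIs.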

Differences from the paper's values

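No test was chosen in this part, and 1 alternative, named below, was chosen after the values were seen.

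At 30 hpf the cluster with Undifferentiated but not Early Ectoderm markers held 30 cells, and the paper's number is about 19 in Fig. 5B, read by eye. Of the alternatives set before the data were examined, resolution 1 also gave 30 cells, while log-normalised counts (18) and doublets removed (25) came within the range of the paper's number, and 50 principal components gave no value.

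The temporal clustering held 11542 features, and the paper's number is 19585 genes over its 12 time points. Of the alternatives set before the data were examined, CPM (11731), at least 20 normalised counts (7953), libraries thinned to the smallest (6288) and leaving out the 16 hpf library (12316) did not close the gap, and at least 1 normalised count (14345) came within 1.5 times. At least 5 normalised counts at 1 or more time points gave 19456 features, an alternative chosen after seeing the values.

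The paper places a transcript of *egfi* in the rudiment ectoderm of later larvae than those used here. The level summed over 5 features was 316 CPM in the Rudiment Ectoderm (Verified)-like cluster and 1996 CPM in all other cells. HER_20850.t1 held most of these UMIs (83783), and 903 cells of the cluster came from 30 hpf. The comparison thus mixes cell class with time, and it does not test the transcript of the paper, which was not identified. Of the 5 features, HER_16452.t1_HER_16451.t1 was higher in this cluster than in most others (34.5 CPM). The paper lists *msp130* among the genes of skeletogenic cells, and here the features of that name held 1 UMI.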

Other observations

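All tests in this part were chosen only after the result was seen.

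Cells with *nanos2*, *vasa* and *seawi* together lay mostly in Early Endomesoderm-like clusters at 9 and 12 hpf, with 30 of the 74 cells in 1 of these clusters and 20 in another. More UMIs per cell in those clusters do not account for this, since with cells thinned to 1000 UMIs the share was 0.580% inside (9 of 1551 cells) and 0 of 6268 cells outside. With 3 counts in place of the count of 0 the ratio is 12.1. With Clopper-Pearson limits on both sides instead, the lower limit inside (0.266%) over the upper limit outside (0.0588%) is 4.52. By raw UMIs, 60 cells inside had all 3 genes against 45.1 expected from the share of each gene in each cluster and library, a ratio of 1.33 (1.02 to 1.71). Such overlap cannot be told apart from chance, because cells of unequal depth raise the number expected, and the reading of this ratio was loosened after it was seen. A germline identity of these cells at these time points was not tested.

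The paper states that its Undifferentiated cluster grouped closest to early ectoderm cells of 6 hpf in a tree of cell types, and the transcripts behind such a likeness were looked at per cell here. The cluster was formed by expression together with 170 cells of 6 hpf and picked by markers such as *ccnr2*, itself richest at 6 hpf. An excess of 6 hpf transcripts in its later cells thus follows from this choice and is not independent evidence. The folds below compare cells chosen in this way with cells that were not. Of the 104 cells at 20-30 hpf in the cluster that met Undifferentiated but not Early Ectoderm markers, 84 had at least as many UMIs in the 100 features richest at 6 hpf as in the 100 features richest at 20-30 hpf, and 36 of 11761 other cells had more in the early ones. Few UMIs per cell do not account for it, since the early features took at least 6.06 times the share of UMIs that they took in the cells of the same library nearest in depth, with folds of 6.06 at 20 hpf (median depths of 463 and 473.5 UMIs), 17.8 at 24 hpf (708 and 778) and 9.70 at 30 hpf (611 and 631). Free RNA of their own libraries does not, as the share was at least 8.17-fold that of all cells of the library at each of these time points. Barcodes of 6 hpf cells read again in later libraries do not, since 0 of the 264 cells of the cluster at 9-30 hpf had the barcode of a 6 hpf cell, as 11 of 21091 cells did over all clusters. Cells or embryos stopped at the stage of the 6 hpf library with all transcripts kept do not, as in the median cell the early features took 6.26% of the UMIs, 34.4% of the way (27.6% to 41.6% over 1000 resamplings of the cells) from the 9.39% in cells of the cluster at 6 hpf to the 0.266% in the other cells at 20-30 hpf, and 49.8% of the way (44.8% to 55.1%) from the 12.2% in all cells at 6 hpf. Such a stop with early transcripts lost since then cannot be told apart from cells that had moved on a little, because in the median cell the later features lay 11.1% of the way (9.29% to 13.7%) from 6 hpf to the other cells at 20-30 hpf, with the lower end under the limit of 10% for a stop and the upper end under that of 25% against it. Over the summed UMIs of the cluster this last measure was 32%, beyond the upper limit. The median cell replaced the sum after both were seen, on the ground that 20 cells with the profile of their own stage held 33.7% of these UMIs. By library, the later features took 1.63% of the summed UMIs of the cluster at 20 hpf, 3.66% at 24 hpf and 6.51% at 30 hpf. In the other cells they took 9.84%, 13.1% and 13.1%. The sums of the cluster rise with time, but they include those 20 cells and so do not decide between a stop and moving on. Cells that keep an early state as development goes on, as the paper proposes, stay open.

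Among the 6337 features with a mean of at least 100 normalised counts, the largest falls from 6 and 9 hpf to 20, 24 and 30 hpf were those of *ccnr2* (log2 ratio -8.67), *foxl1* (-8.26) and HER_20979.t1 (-8.08). The largest rises were those of *hypp_53* (9.20), the *astacin4* feature HER_45847.t1 (9.05) and the *calml1* feature HER_47882.t1 (8.54). Features that share a name were not summed for this ranking. Another *calml1* feature, HER_19126.t1, already had 4227 UMIs at 6 hpf, so the value is not that of all *calml1* features.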
